# Limited immune perturbations in mice exposed to sustained low-dose ionizing radiation

**DOI:** 10.3389/fimmu.2026.1642012

**Published:** 2026-04-20

**Authors:** Bryan Marr, Holly Laakso, Melinda Blimkie, Andrew Cao, Seung-Hwan Lee, Abrar Ul Haq Khan

**Keywords:** ionizing radiation, low-dose radiation, low-dose rate, radiation immunology, RNA-seq

## Abstract

The effects of high-dose ionizing radiation (HDIR) exposure on the immune system are largely understood with consensus, yet there remains a fragmented understanding of the impact of low-dose ionizing radiation (LDIR) on immune homeostasis, especially in sustained exposure conditions. This study investigates the effects of continuous LDIR exposure on the murine immune system, focusing on transcriptomic responses and cellular perturbations following low-dose-rate whole-body *y*-radiation. Female 18-week-old C57BL/6 mice were continuously exposed to low-dose-rate ^60^Co radiation over a period of 7 days, resulting in cumulative absorbed doses of 10 mGy and 100 mGy. Our findings indicate that the LDIR exposure induced, at most, only minimal transcriptomic perturbations to the immune system in C57BL/6 mice. These results suggest a preservation of immune cell homeostasis under the sustained low-dose-rate exposure conditions studied. It contributes to a broader understanding of radiation biology, emphasizing that the effects of LDIR on the immune system can be limited at low-dose-rates in mice.

## Introduction

Ionizing radiation (IR) is widely used across various sectors; it powers vital medical diagnostics, fuels the engines of energy production, drives industrial tools and processes, and is wielded in weapons of mass destruction. As the utilization of this energy increases, the exposure of people, particularly among the growing occupationally exposed workforce, also increases. Therefore, understanding the interplay between ionizing radiation and cellular machinery is imperative.

While the effects of high-dose ionizing radiation (HDIR) exposure are largely understood with scientific consensus, the biological effects associated with low-dose ionizing radiation (LDIR) exposure continue to be contested. LDIR is defined by the National Academies of Science as exposures resulting in absorbed doses below 0.1Gy (100 mGy) (1). Low-dose-rate radiation is typically defined as being under 0.5-0.6 mGy/hr (1, 2). This level of exposure is significantly lower than exposures encountered in medical diagnostics or acute radiation syndrome (ARS) (3). Instead, it is more relevant to therapeutic procedures, natural background radiation, and occupational exposures, such as in the nuclear power industry or space travel (1).

Despite efforts in both epidemiological and experimental studies, the field lacks a unified comprehension of the effects of LDIR on the immune system. HDIR is known to cause significant immune disruptions, including inflammation, hematopoietic syndrome, and lasting alterations in immune homeostasis (4–11). However, it remains uncertain whether the effects of LDIR exhibit similar but more subtle changes or if they produce completely distinct outcomes. Without a thorough understanding of these effects, the potential role of the immune system in contributing to the reported positive excess relative risk ratios for cancer and other diseases following chronic occupational LDIR exposure remains uncertain (12–17).

In total body irradiation (TBI) studies using animals, exposure to low-doses of external X-ray or gamma radiation (<100 mGy) has been shown to cause modulations in immune cell populations. For instance, LDIR exposure has been associated with increased expression of Trp53 and Nrf2 (18–20). A single exposure to 100 mGy TBI can reduce circulating white blood cell counts and splenocytes in some models (19–22). In other models, changes to cytokines, immunoglobulins, or even T cell receptor diversity have been explored as impacts of LDIR exposure, even in the absence of changes to immune cell numbers (20, 21, 23–25). Other studies can be contrasting, for instance, LDIR in another model was shown to reduce apoptosis in the spleen (26, 27). While the literature exhibits considerable variability, LDIR responses generally appear to be transient and of low magnitude, with their downstream implications for immune homeostasis remaining unclear. Furthermore, there is a growing appreciation for the cell-type specific responses to radiation exposure, but that has not been sufficiently explored in the low-dose range (6, 21, 28–30). Studies suggest that LDIR can cause subtle and variable effects on the immune system. However, there remains little understanding of the molecular mechanisms underlying responses across diverse immune cell populations. Furthermore, most studies utilize high-dose rate single exposures; therefore, there exist minimal studies documenting responses to continuous LDIR exposure conditions. Due to subtle and heterogeneous effects, it has been recommended by the National Academy of Science charged with revitalizing low-dose radiation research, that future studies utilize high-resolution, high-throughput omic technologies and bioinformatic analysis to provide more detailed insights (1).

The objective of this study was to characterize the effects of sustained LDIR on the murine immune system. Specifically, we sought to uncover and describe the mechanisms by which different immune cell populations respond to sustained whole-body radiation exposure. In collaboration with the Canadian Nuclear Laboratories (CNL), female mice were exposed to continuous low-dose-rate gamma rays for one week, reaching cumulative low absorbed doses of 10 mGy or 100 mGy. The total body dose of 100 mGy was chosen because it represents the upper limit of “low dose” radiation as defined in the literature (1). By setting this dose as the highest level of exposure, we aimed to investigate potentially, the most intense response within the low-dose range. We hypothesized that sustained low-dose radiation exposure would induce subtle changes to immune system homeostasis, including both cell-type specific and dose-dependent reactions to LDIR.

## Methods

### Mice irradiation and organ dissociation

Eighteen-week-old female C57BL/6 mice (Jackson Laboratories) were housed and irradiated at the CNL (Chalk River, Ontario, Canada). The entire facility, including the irradiation hall and the conventional animal room where control mice were housed, is Specific Pathogen Free. The mice were fed PicoLab Rodent 20 5K75 chow and provided water in bottles. Housing conditions were maintained at a temperature of 20-26 °C, and humidity of 20-80%, with a 12-hour light/dark cycle. Three mice per cage were housed in Animal Care Systems Optimice cages with BlockParty bedding, and during acclimatization, the cages were individually ventilated on an Optimice rack system. During irradiation in the Gamma Beam Facility, the cages were placed on wooden racks, in static caging, with Biofresh™ Performance Bedding. Enrichment materials included an enviropack, nestlet, wooden block, and hut, with food enrichment of Cheerios provided after ear punching and cage changes.

Whole-body gamma irradiation was administered using a Nordion (Ottawa, Ontario, Canada) Gammabeam 150C irradiator equipped with a Cobalt-60 source. The irradiation was continuous for 7 days in the pathogen-free irradiation hall of the CNL (31). Treatment groups were positioned at varying distances from the irradiator to achieve different dose rate exposures. Mice receiving a cumulative dose of 10 mGy (n=6) received an average dose rate of 0.0614mGy/hr. Mice receiving a cumulative dose of 100 mGy (n=6) received an average dose rate of 0.625mGy/hr. The positioning ensured the beam targeted the mid-level of each cage, centered between the two cages. Dosimetry was performed using an Exradin A8 ion chamber and a Supermax electrometer. Control mice (n=6) were housed separately in a conventional animal room.

Following irradiation, mice were euthanized via exsanguination under Isoflurane gas anesthesia, followed by cervical dislocation. Blood samples were collected via cardiac puncture. Mice were then dissected to collect spleen, bone marrow and thymus. Blood samples were immediately analyzed using the Zoetis Vetscan MS5 hematology analyzer. The remaining organs were transported on ice for around 2.5 hours to the University of Ottawa (Ottawa, Ontario, Canada) for further analysis. All animal procedures were approved by the CNL Animal Care Committee and adhered to Canadian Council on Animal Care standards.

### Cell isolation

Spleens were mechanically disrupted by pressing through a 70µm cell strainer (Bio Basic Canada Inc.) using a syringe plunger. The disrupted tissue was suspended in RPMI medium supplemented with 2% fetal bovine serum (FBS) (Gibco™, Canada) and kept on ice. The suspension was centrifuged at 1200 rpm for 10 minutes at 4 °C. The pellet was resuspended in 1 mL of red blood cell (RBC) lysis buffer (Roche) to lyse erythrocytes. Post-lysis, cells were washed with RPMI containing 2% FBS and filtered through a nylon mesh to remove debris. Thymus samples underwent the same mechanical disruption and subsequent processing steps as spleens, with the omission of red blood cell lysis.

Bone marrow cells were obtained from excised femurs. The femurs were cleaned of excess tissue and placed in cold PBS. They were then dried with a Kimwipe to remove remaining connective tissue. Their ends were removed, and marrow was flushed out with a 27g needle and 1 mL of FBS into a microcentrifuge tube. The marrow was collected by repeated flushing and scraping with the needle to ensure complete extraction, and the femurs were discarded when they appeared pale/white. Bone marrow was kept on ice. Cells were then centrifuged at 1200 rpm for 10 minutes at 4 °C, resuspended in RBC lysis buffer, washed with RPMI containing 2% FBS, and filtered through nylon mesh.

### Ex vivo functional assay

For ex vivo NK cell intra-cellular IFN-*y* measurements, freshly derived splenic leukocytes were stimulated with either a combination of IL-2 (100U/ml, obtained from NCI Preclinical Repository, USA) and IL-12 (10 ng/ml) (eBioscience™), or with plate coated anti-NKp46 (BioLegend™) for 1 hr and then incubated in RP-10 medium containing 5 μg/ml brefeldin A (Invitrogen™) for 4 hrs, followed by intracellular staining. For ex vivo T cell intracellular IFN-*y* measurements, freshly derived spleen leukocytes were stimulated with anti-CD3/28 for 16 hrs and then incubated in RP-10 medium containing 5 μg/ml brefeldin A (Invitrogen™) for a further 4 hrs, followed by intracellular staining.

### Flow cytometry

Cell staining was conducted under cold conditions and protected from light to preserve cell integrity and prevent fluorophore photobleaching. Single-cell suspensions (1x10^6^ cells) were aliquoted into a 96-well V-bottom plate and washed in staining buffer (PBS supplemented with 2% HI-FBS). Cells were incubated at 4 °C for 10 minutes in α-CD16/32 (clone 2.4G2 from Bioexpress) to block non-specific binding. Cells were then stained with a cocktail of fluorophore-conjugated monoclonal antibodies in staining buffer and incubated at 4 °C for 25 minutes. Post-staining, cells were washed with staining buffer and fixed with 2% paraformaldehyde (PFA) for 10 minutes at 4 °C. Cells were then washed, centrifuged and resuspended in the staining buffer for acquisition. For intracellular proteins (Gzmb and CD107a), the Cytofix/Cytoperm kit was employed following surface staining. Briefly, cells were washed and centrifuged, then resuspended in BD Cytofix/Cytoperm buffer and incubated for 10–20 minutes at 4 °C. Cells were washed twice with BD Cytoperm Wash buffer and centrifuged. The cells were then incubated with an intracellular antibody cocktail in BD Cytoperm Wash buffer for 25 minutes at 4 °C. Following incubation, cells were again washed with BD Cytoperm Wash buffer and staining buffer, centrifuged, and resuspended in cold staining buffer for analysis. Flow cytometry was performed using an Attune NxT flow cytometer (Attune, ThermoFisher) and analyzed with Kaluza (Beckman Coulter). Antibodies used included: anti-TCRβ (H57-597), anti-CD8 (53-6.7), anti-CD49b (DX5), anti-CD11b (M1/70), anti-NKG2D (CX5) from eBioscience™; anti-CD19 (1D3), anti-CD4 (RM4-5), anti-F4/80 (T45-2342), anti-NK1.1 (PK136), anti-Ki-67 (B56), anti-CD69 (H1-2F3), anti-Ly6C (AL-21), anti-Gr1 from BD Biosciences™; anti-CD43 (1B11) from BioLegend™; and Live/Dead Fixable Yellow Dead Cell Stain from Invitrogen™.

### Bulk RNA-sequencing and bioinformatics

RNA was extracted from isolated splenocytes using Trizol (Thermofisher). RNA integrity was ensured with a minimum RIN cut-off of 6.5. Poly-A enriched stranded cDNA libraries were generated and subjected to 100 bp paired-end sequencing on a NovaSeq6000 at Genome Quebec (Montreal, Canada). Samples were sequenced to a minimum depth of 23E6 reads. FASTQ files were pseudo-aligned to the mouse transcriptome assembly (mm10) using Kallisto (v.0.46.1). Gene-level quantification was performed with Tximport (v1.32.0). Normalization, differential expression, and principal component analysis were conducted using DESeq2 (v1.44.0). Differentially expressed genes were identified using an adjusted p-value threshold of <0.05. Gene set enrichment analysis (GSEA) was performed using fgsea (v1.30). Heatmaps were generated from variance-stabilized data. Lists of radiation-responsive genes were sourced from the Gene Ontology database, specifically from GO:0009314, GO:0071478, and GO:0010212.

### Plots and statistics

Plots were generated using Kaluza (Beckman Coulter), ggplot2 (v3.5.1), ComplexHeatMap (v2.20.0), Seurat (v5.1.0), cowplot (v1.1.3), and ggVenDiagram (v1.5.2). Hematology and flow cytometry statistical analyses were conducted with the Rstatix (v0.7.2) package. Bulk RNA-sequencing analysis was performed using DESeq2 (v1.44.0).

## Results

### Hematological stability in mice following sustained low-dose radiation exposure

In this study, 18-week-old female C57BL/6 mice were housed for 7 days in front of a ^60^Co gamma beam source until cumulative whole-body absorbed doses of 10 mGy and 100 mGy were reached. An untreated (UT) control was housed separately without exposure to radiation. Immediately following the radiation exposure period, the mice were euthanized, blood samples were acquired, and immune cells were isolated from the spleen, thymus, and bone marrow for further study.

A complete blood analysis was conducted to assess changes in blood cells, which often reflect radiation-induced damage. Comparing across treatment conditions, no statistically significant differences were measured in the concentration of white blood cells (WBC), red blood cells (RBC), hemoglobin (HGB), or platelets (PLT) (**Figures 1A–D**). Furthermore, there were no significant differences in the proportion of lymphocytes (%LYM) or monocytes (%MON) (**Figures 1E, F**). A statistically significant increase was observed in the proportion of neutrophils (%NEU) when comparing untreated samples to those exposed to 10 mGy of radiation (**Figure 1G**). Specifically, the mean proportion of circulating neutrophils roughly doubled, increasing from 3.71±1.73 to 7.18± 2.06 (adjusted p-value 0.041). This change was also reflected in the absolute neutrophil counts (**Supplementary Figure 1**). However, the increase in neutrophils was not significant comparing between untreated and 100 mGy, though a trend was observed (**Figure 1G**).

**Figure 1:**
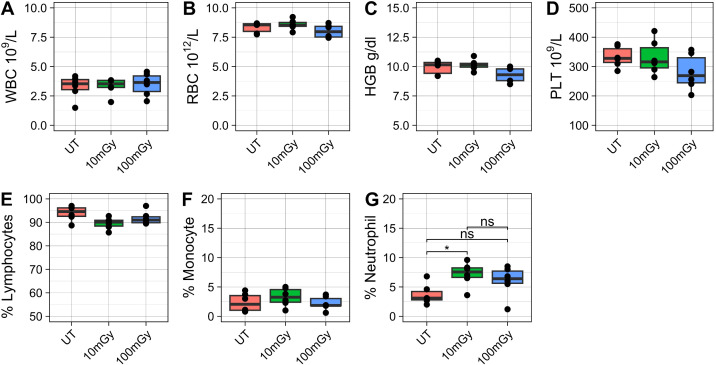
Post-irradiation hematology analysis. Blood samples were collected via cardiac puncture immediately following irradiation and analyzed for hematological parameters. The figure depicts **(A)** white blood cell (WBC) counts, **(B)** red blood cell (RBC) counts, **(C)** hemoglobin (HGB) levels, and **(D)** platelet (PLT) counts, as well as the proportions of **(E)** lymphocytes, **(F)** monocytes, and **(G)** neutrophils among indicated groups of mice. Statistical comparisons were conducted using the Kruskal-Wallis test followed by *post hoc* Dunn's tests.

### Stability of splenic, thymic, and bone marrow cell populations following low-dose radiation

Next, the spleen, thymus, and bone marrow were analyzed using flow cytometry to investigate the impact of radiation exposure on various cell populations in these immune organs. Given that ionizing radiation can induce cell death, sample viability was assessed post-isolation using flow cytometry. Across all exposure conditions, no significant differences in sample viability were observed, indicating that the radiation treatment did not affect the proportion of live cells in these organs (data not shown). However, this analysis may underestimate cell death if nonviable cells were preferentially lost during tissue processing.

In the spleen, radiation exposure exerted no major effect on the proportion of immune cell subsets (**Figure 2A**). Among CD45+ cells, the proportions T cells (TCRβ+), NK cells (TCRβ- NKp46+), myeloid cells (CD11b+), and dendritic cells (CD11c+) showed no significant differences across conditions (**Figure 2A**). Although no significant changes were detected in the proportion of B cells (TCRβ- CD19+) when comparing untreated against treated samples, a minor but statistically significant difference was observed between the 10 mGy and 100 mGy conditions (adjusted p-value = 0.039) (**Figure 2A**). Overall, flow cytometry analysis of splenocytes did not show any perturbations caused by radiation exposure.

**Figure 2:**
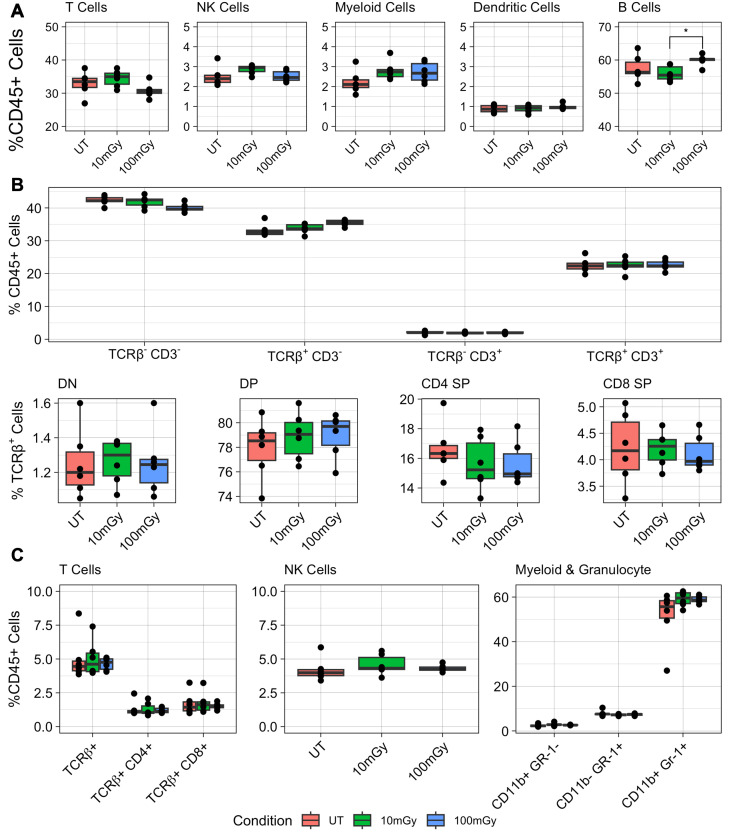
Proportion of immune cells in the spleen, thymus and bone marrow of irradiated mice. Following irradiation, immune cells were isolated from the spleen, thymus, and bone marrow, then surface-stained for flow cytometry analysis. Flow cytometry analysis of immune cell populations from mice exposed to low-dose radiation. **(A)** Percentages of immune cell subsets in the spleen: T cells (TCRβ^+^), NK cells (TCRbeta;^-^NKp46^+^), B cells (TCRβ^-^CD19^+^), Myeloid cells (CD11b^+^), Dendritic cells (CD11c^+^). **(B)** Distribution of T cell subsets in the thymus, including double-negative (DN), double-positive (DP), CD4 single-positive (CD4 SP), and CD8 single-positive (CD8 SP) populations. **(C)** Frequencies of immune cell subsets in the bone marrow, highlighting T cells (TCRβ^+^, NK cells (TCRβ^-^DX5^+^), and Myeloid and Granulocyte populations (CD11b^+^ & Gr-1^+^). Kruskal-Wallis test was used to compare means with *post-hoc* Dunn’s tests.

Comparing the proportions of CD3+ and TCRβ+ cells in the thymus, no significant differences were measured across all treatment conditions (**Figure 2B**). Additionally, no significant differences in the proportion of thymocytes (gated on TCRβ+) occupying each developmental stage were measured. Upon analyzing the bone marrow, no significant differences were observed in the proportion of both CD4+ and CD8+ T cells (TCRβ+) (**Figure 2C**). Similarly, the frequency of NK cells (TCRβ- DX5+) remained consistent, with no measurable variation between the experimental groups. Finally, no significant differences were found in the proportion of myeloid and granulocytes expressing CD11b or Gr-1. In summary, flow cytometry results indicate that sustained radiation exposure did not significantly alter the proportions of various immune cell subsets in the spleen, thymus, or bone marrow, suggesting a lack of significant immunological perturbations in these organs.

To determine whether LDIR exposure modulated immune cell functionality, splenic NK and T cells were stimulated ex vivo and assessed for activity based on the upregulation of interferon-gamma (IFN-γ) and CD107a (LAMP-1). When NK cells were stimulated with either anti-NKp46 or a combination of IL-2 and IL-12, no statistically significant differences were measured in the proportions of IFN-γ or LAMP-1 expressing cells across treatment conditions (**Figure 3A**). Similarly, CD8+ and CD4+ T cells displayed no differences in their response to anti-CD3 and anti-CD28 stimulation in terms of INF-*y* production (**Figure 3B**). These findings suggest that LDIR does not impact cytokine production or degranulation of NK or T cells under the experimental conditions tested.

**Figure 3:**
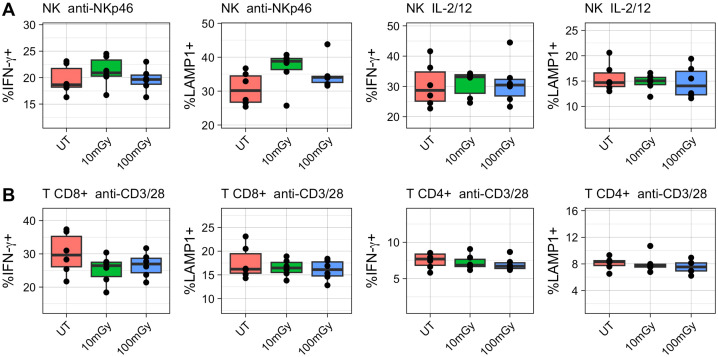
Ex vivo stimulation of irradiated immune cells. Following irradiation, immune cells were isolated from the spleen for analysis. **(A)** Natural Killer (NK) cells were stimulated with either plate coated anti-NKp46 or a combination of IL-2 and IL-12. **(B)** CD8+ and CD4+ T cells were stimulated with CD3/CD28. LAMP-1+ and IFN-γ positive cells were measured using flow-cytometry. Kruskal-Wallis test was used to compare means with post-hoc Dunn’s tests.

### Minimal transcriptomic response of splenocytes to sustained low-dose radiation exposure

Next, we employed bulk RNA-sequencing to explore transcriptome-wide changes, aiming to detect subtle shifts in gene expression that might not be reflected in the limited dimensionality of flow cytometry. 

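Bulk RNA-sequencing covered splenocytes of 15 female C57BL/6 mice, 5 each from the untreated (UT) group and from the groups given a cumulative 10 mGy or 100 mGy of gamma radiation. Libraries are named here by condition and by replicate 1 to 5, in the order of their labels. The UT mice were housed in another room and the dose was set by the distance of the cages from the source, so that housing place and dose cannot be told apart in these comparisons. The authors deposited the kallisto output of each library, with estimated counts and TPM values for each transcript, and a table of TPM per gene. Estimated counts of the transcripts with a gene in GENCODE M21 under the same identifier and length were summed to 35968 genes. The other 1761 transcripts held 0.713% to 0.759% of the counts of a library and were not used for tests of genes. Estimated counts on genes ranged from 18020765 to 28026445 per library in UT (median 23345393), from 21279205 to 26063650 at 10 mGy (median 23769122) and from 20161063 to 25977042 at 100 mGy (median 24627054). The paper's minimum depth is 23E6 reads per library. The totals of estimated counts, which count the read pairs assigned to transcripts, are used as the depth here. In each library, the 100 genes with the most counts took 20.1% to 23.8% of them. Genes were tested with the two-sided quasi-likelihood test of edgeR on all 15 libraries together, with TMM normalization and offsets for transcript length, and p-values were adjusted by the Benjamini-Hochberg method. The filter on counts kept 15532 genes, and genes with an adjusted p under 0.05 count as differentially expressed. In simulated data with genes drawn independently and 200 of them changed, this test called 67% of the log2 changes of 1 and 22% of the log2 changes of 0.5. TPM values of single genes are given as mean ± SD of 5 libraries, with two-sided exact permutation tests, for which 0.00794 is the smallest p that 5 libraries against 5 allow.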

Principal component analysis (PCA) was employed to visualize the variation between sample transcriptomes (n=5 mice per condition) (**Figure 4A**). 

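In the principal component analysis of variance-stabilized counts of the 500 most variable genes (DESeq2), PC1 held 34.3% and PC2 19.95% of the variance between the 15 libraries. No difference between the 3 groups was detected in scores on PC1 (F = 0.016, permutation test with 100000 resamples, p = 0.984), on PC2 (F = 1.66, permutation test, p = 0.201) or on PC3, which held 9.56% of the variance (F = 2.06, permutation test, p = 0.172). Over all 500 genes, the group accounted for 13.8% of the variance (PERMANOVA permutation test, F = 0.959, p = 0.474); these F tests are one-sided. The alternative that moved the shares of variance most was a log2(TPM + 1) scale, on which PC1 held 16.7% and PC2 12.7%. Across the alternatives and the fits that each left out 1 library, the PERMANOVA p ranged from 0.116, without 100 mGy replicate 5, to 0.668.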

Treatment replicates displayed a random distribution across the two axes, with no discernible organization by radiation treatment. This observation suggests that the dominant source of transcriptomic variation in the data was not attributable to radiation exposure. 

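PC1 set 10 mGy replicate 5 (score 14.5) and 100 mGy replicate 5 (score 18.0) apart from the other 13 libraries, whose scores ranged from -7.35 in 100 mGy replicate 3 to 7.60 in UT replicate 3. The genes with the largest loadings on PC1, singled out after their values were seen, were Nr4a3 (-0.197), Fosl2 (-0.133) and Plvap (-0.111). Without 100 mGy replicate 5, PC1 held 26.2% of the variance. PC2 set apart 100 mGy replicate 3 (score -18.5) and, less far, 100 mGy replicate 4 (score -5.41) from the others, which scored between -2.30 and 5.56. Its largest loadings, also singled out after their values were seen, belonged to the immunoglobulin segment Ighv1-84 (-0.273) and to Gm28661 (0.263). Without 100 mGy replicate 3, the share of PC2 fell to 12.1%.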

Consistent with the low-dose nature of the exposure, these results suggest an absence of large-scale transcriptomic perturbation following radiation treatment.

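Between replicates of a group, expression varied with a biological coefficient of variation of 0.221, estimated over all genes tested with edgeR. Genes whose 5 values in the 10 mGy group all lay outside the range of the 5 UT values numbered 54 above and 81 below it. At 100 mGy, 160 genes lay above and 128 below the UT range, and between the doses 79 genes were higher and 58 lower at 100 mGy in every library. Chance places 0.794% of genes outside the range of the other group, or 123 genes. Across genes, which are not independent replicates, the log2 fold changes of the 2 doses against the shared UT libraries had a Pearson r of 0.555. In 100 simulations of unchanged groups against the same UT libraries this r ranged from 0.0279 to 0.111. The simulated groups were drawn around the means of those UT libraries, which removes the error of the shared control. A low r was thus fixed in advance and is no measure of chance for the real r. In 100 random relabellings of the 15 libraries, which keep this error, the r ranged from 0.103 to 0.802 with a median of 0.495. Of these relabellings, 36 gave an r as high as the real groups. Among genes with at least 10 counts in every library, the r was 0.517.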

**Figure 4:**
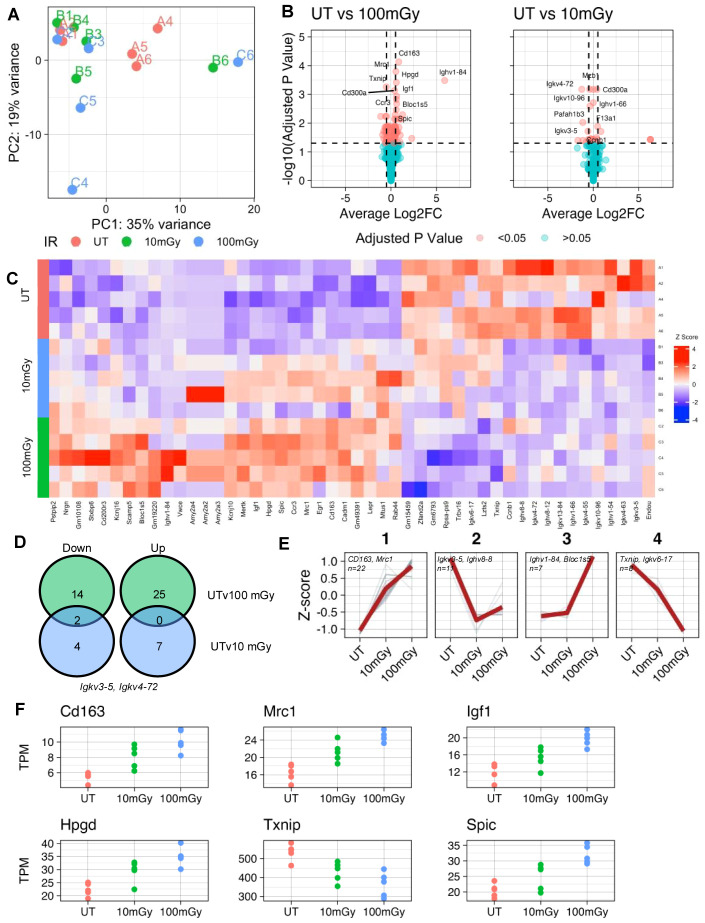
Differential expression analysis of splenocytes isolated from irradiated mice. Pairwise differential expression analysis was conducted comparing untreated (UT) samples with those exposed to either 10 mGy or 100 mGy doses. **(A)** Principal component analysis (PCA) was employed to visualize the variation in transcriptomes across samples. Treatment replicates were randomly distributed with no discernible organization by radiation treatment. **(B)** Volcano plots showing significantly differentially expressed genes (DEGs), highlighted in red (adjusted p value < 0.05). **(C)** Hierarchically clustered heatmap of significant DEGs across samples, with expression values displayed as gene wise z scores. **(D)** Venn diagram comparing significant DEGs identified in the UT vs 10 mGy and UT vs 100 mGy contrasts. **(E)** Hierarchical clustering was performed on z-score–normalized mean expression across exposure. Gene names are labeled for two representative genes with the total number of differentially expressed genes are indicated for each cluster **(F)** Expression (TPM: transcripts per million) of selected DEGs. Unless otherwise indicated, significance thresholds were defined as adjusted p value < 0.05 and |log2 fold change| > 0.5.

Next, to investigate genes involved in radiation response, we performed paired differential expression analysis comparing untreated samples with those from mice exposed to either 10 mGy or 100 mGy doses (**Figure 4B**). These analyses identified a limited number of differentially expressed genes (DEGs) (adjusted p-value < 0.05). Specifically, we found 24 DEGs when comparing UT with 10 mGy and 92 DEGs when comparing UT with 100 mGy. It is noteworthy that most DEGs exhibited small changes in magnitude. 

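With edgeR, 0 genes had an adjusted p under 0.05 at 10 mGy against UT, 0 at 100 mGy against UT and 0 at 100 mGy against 10 mGy. At an unadjusted p under 0.05 there were 730, 1492 and 942 genes, and the smallest adjusted p was 0.263, 0.123 and 0.412. The alternative that moved these counts most among those set beforehand was the DESeq2 Wald test (two-sided) on the same counts and length offsets, which called 24 genes at 10 mGy (10 higher, 14 lower), 77 at 100 mGy (54 higher, 23 lower) and 10 between the doses (8 higher, 2 lower at 100 mGy). In simulated data with no change, DESeq2 called 1 gene between UT and 100 mGy and 3 between UT and 10 mGy, and edgeR 0 in both. The simulation drew each gene independently, without differences that run through whole libraries. It therefore cannot show how many false calls DESeq2 makes in the real data. Of 100 splits of the real libraries, the real split included, 9 at 10 mGy and 6 at 100 mGy gave as many DESeq2 calls as the real groups. When 1 library was left out in turn, the number of genes called by DESeq2 at 10 mGy ranged from 8, without UT replicate 1 or 10 mGy replicate 4, to 41, without 10 mGy replicate 5, and was 37 without UT replicate 3 and 11 without UT replicate 5. At 100 mGy it ranged from 26, without UT replicate 4, to 126, without 100 mGy replicate 5, and was 44 without UT replicate 1, 31 without 100 mGy replicate 3 and 34 without 100 mGy replicate 4. Of the genes called with all libraries, 6 at 10 mGy and 13 at 100 mGy were called in all 15 of these DESeq2 fits. Leaving out 1 library let edgeR call a gene in 2 instances. Without UT replicate 3, Igkv4-72 was called at 10 mGy (log2 fold change -1.57, adjusted p = 0.00803, against a range of 7.14e-04 to 0.833 over the other alternatives). Without 10 mGy replicate 1, Hpgd was called at 100 mGy (log2 fold change 0.65, adjusted p = 0.0357, against 1.62e-05 to 0.502 over the other alternatives).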

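At 100 mGy the 5 genes with the smallest adjusted p were Cd163, Mrc1, Hpgd, Cd300a and Txnip. Cd163 (chromosome 6 of mm10, 124304656 to 124330527, plus strand), which encodes a scavenger receptor, had a log2 fold change of 0.91 (standard error 0.147, edgeR adjusted p = 0.123), and 0.85 to 0.99 when 1 library was left out. Mrc1 (chromosome 2, 14229392 to 14332057, plus strand) rose by 0.58 on the log2 scale (standard error 0.096, adjusted p = 0.123) and Hpgd (chromosome 8, 56294585 to 56321043, plus strand) by 0.64 (standard error 0.112, adjusted p = 0.153). Txnip (chromosome 3, 96557957 to 96561883, plus strand) had a log2 fold change of -0.57 (standard error 0.104, adjusted p = 0.163). These genes moved in the same direction at 10 mGy, by 0.55 for Cd163, 0.34 for Mrc1, 0.37 for Hpgd and -0.35 for Txnip, with adjusted p from 0.515 to 0.777. At 10 mGy, Mzb1 and Cd300a had the smallest adjusted p, followed by Igkv10-96, Igkv4-72 and Pafah1b3 (adjusted p = 0.282 each). Igkv10-96 (chromosome 6, 68631963 to 68632442, minus strand) and Igkv4-72 (chromosome 6, 69226854 to 69227433, minus strand) are immunoglobulin kappa segments, with log2 fold changes of -0.87 and -1.38 at 10 mGy. Igkv4-72 measured 144.4 ± 68.4 TPM in UT and 56.6 ± 4.06 TPM at 10 mGy (SD, n = 5 each, exact permutation test, p = 0.0397). Pafah1b3 (chromosome 7, 25295049 to 25297986, minus strand) had a log2 fold change of -0.41 (standard error 0.079) and went from 40.1 ± 2.51 TPM to 30.9 ± 3.46 TPM (SD, n = 5 each, exact permutation test, p = 0.00794). Igkv4-72 and Pafah1b3 were picked for their small p-values in these same libraries, so that their permutation p-values are not independent evidence.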

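None of the genes tested with edgeR passed the adjusted threshold, so none was counted above an absolute log2 fold change of 0.5. Of the genes called by DESeq2, 18 at 10 mGy, 53 at 100 mGy and 7 between the doses had an absolute log2 fold change above 0.5. The largest fold changes among the genes the paper names rested on few libraries. The immunoglobulin heavy chain segment Ighv1-84 (chromosome 12 of mm10, 115980702 to 115981134, minus strand) had an edgeR log2 fold change of 6.36 at 100 mGy (standard error 1.45, adjusted p = 0.236, against 1.83e-04 to 0.703 over the alternatives), with 1307 ± 1794 TPM at 100 mGy and 16.3 ± 4.87 TPM in UT (SD, n = 5 each, exact permutation test, p = 0.381). Its 5 values at 100 mGy ran from 8.29 to 3636 TPM, with 2 libraries, replicates 3 and 4, above the rest. The pancreatic amylase gene Amy2a2 (chromosome 3, 113345055 to 113356658, minus strand), whose sequence is shared with Amy2a3 and Amy2a4, had a log2 fold change of 7.21 at 10 mGy and 5.74 at 100 mGy. Its TPM was at most 0.047 in UT, 19.9 in 10 mGy replicate 4 and 4.33 at 100 mGy, and without 10 mGy replicate 4 the log2 fold change at 10 mGy was 2.51.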

Only 11 and 39 DEGs had an absolute log_2_-fold change above a cut-off of 0.5 when comparing UT to 10 mGy and 100 mGy, respectively (**Figure 4C**). 

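No median could be taken over the genes called with edgeR, since there were 0. Over the genes called by DESeq2, the median absolute log2 fold change was 0.90 at 10 mGy, 0.58 at 100 mGy and 1.04 between the doses. With transcripts grouped as in the authors' TPM table and no length offset, an alternative chosen after seeing the data, the medians of the DESeq2 genes were 0.63 at 10 mGy and 0.50 at 100 mGy.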

The median log_2_ fold changes were 0.46 and 0.47, comparing UT to 10 mGy and 100 mGy, respectively. Among these DEGs, only two were consistently differentially expressed in both comparisons (**Figure 4D**). 

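Between the 2 edgeR comparisons, 0 called genes were shared, and 8 were shared by the 2 DESeq2 comparisons. Of these, 6 were above an absolute log2 fold change of 0.5 in both. The shared genes were Cd300a, Mzb1, Clps, Ighv1-66, Ighv8-8, Igkv3-5, Igkv4-72 and a second gene annotated as Ndor1, of which Clps and Ndor1 were named after their values were seen. DESeq2 fits on only the 2 groups compared, an alternative chosen after seeing the data, shared 2 genes, Cd300a and Mzb1. Cd300a (chromosome 11 of mm10, 114890041 to 114904654, plus strand), an immune inhibitory receptor, measured 10.3 ± 0.715 TPM in UT, 14.4 ± 1.44 TPM at 10 mGy and 14.0 ± 1.18 TPM at 100 mGy (SD, n = 5 each, exact permutation tests against UT, p = 0.00794 at both doses). Its edgeR log2 fold changes were 0.44 at 10 mGy (standard error 0.078, adjusted p = 0.263) and 0.44 at 100 mGy (standard error 0.078, adjusted p = 0.153). Mzb1 (chromosome 18, 35647267 to 35649367, minus strand), a plasma cell and marginal zone B cell gene, measured 149.0 ± 11.5 TPM in UT, 113.6 ± 11.9 TPM at 10 mGy and 118.0 ± 8.61 TPM at 100 mGy (SD, n = 5 each, exact permutation tests against UT, p = 0.00794 at both doses). Its edgeR log2 fold changes were -0.43 at 10 mGy and -0.34 at 100 mGy (adjusted p = 0.263 and 0.236). The 2 doses did not differ in Cd300a (exact permutation test, p = 0.675) or Mzb1 (exact permutation test, p = 0.532). Over the alternatives, the adjusted p at 10 mGy ranged from 7.14e-04 to 0.768 for Cd300a and from 4.03e-04 to 0.661 for Mzb1. Igkv3-5 went from 227.6 ± 128.1 TPM in UT to 95.3 ± 9.13 TPM at 10 mGy and 94.8 ± 5.19 TPM at 100 mGy (SD, n = 5 each, exact permutation tests, p = 0.0476 at both doses). Cd300a, Mzb1 and Igkv3-5 were picked by the study or for small p-values in these same libraries. Their permutation p-values against UT are therefore not independent evidence.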

Hierarchical clustering of the 48 unique DEGs (adjusted p-value < 0.05 and |log_2_ fold change| > 0.5 in at least one comparison) identified three distinct transcriptomic response trajectories across doses (**Figures 4E, F**). Together, these DEGs represent candidate genes potentially modulated in immune cell responses to LDIR exposure.

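The DESeq2 fits called 65 genes above an absolute log2 fold change of 0.5 in at least 1 of the comparisons with UT, and 63 of them had an edgeR value from which group means could be taken. Hierarchical clustering (complete linkage, Euclidean distance) of their z-scored group means into 4 clusters gave 39, 12, 9 and 3 genes. The largest held Cd163, Mrc1, Igf1, Hpgd and Spic and rose with dose, with mean z-scores of -0.96 in UT, 0.01 at 10 mGy and 0.96 at 100 mGy. The 12 genes of the next were highest in UT (1.07) and lowest at 10 mGy (-0.79). The 9 genes that included Txnip fell with dose, from 0.93 over 0.11 to -1.04, and the last 3 were highest at 10 mGy (0.86). In 3 clusters, the largest held 42 genes, with mean z-scores of -0.97, 0.07 and 0.90. As the genes were picked for their differences between these groups, the clusters are not independent evidence of a dose response.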

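The 6 genes selected in Fig. 4F were compared in TPM from the authors' gene table. Cd163 measured 5.43 ± 0.616 TPM in UT, 8.09 ± 1.48 TPM at 10 mGy and 10.2 ± 1.42 TPM at 100 mGy (SD, n = 5 each), and the test between its doses did not pass 0.05 (exact permutation test, p = 0.0714). Mrc1 went from 16.5 ± 1.96 TPM to 21.2 ± 2.27 TPM and 24.7 ± 1.17 TPM. Hpgd went from 22.4 ± 2.49 TPM to 29.5 ± 4.12 TPM and 34.9 ± 3.57 TPM. Igf1 (chromosome 10 of mm10, 87858265 to 87937042, plus strand) went from 12.2 ± 2.11 TPM to 15.3 ± 2.38 TPM and 19.8 ± 1.78 TPM, and Spic (chromosome 10, 88674772 to 88685015, minus strand) from 20.4 ± 2.20 TPM to 24.9 ± 4.18 TPM and 32.0 ± 2.97 TPM. Txnip fell from 533.7 ± 44.5 TPM to 429.7 ± 53.4 TPM and 363.0 ± 65.3 TPM. At 100 mGy, all 5 libraries lay beyond the UT range for each of the 6 genes (exact permutation tests, p = 0.00794). At 10 mGy the exact permutation p was 0.00794 for Cd163 and Mrc1, 0.0238 for Hpgd and Txnip, 0.0635 for Igf1 and 0.0873 for Spic. The last 2 depended on single libraries. Igf1 reached p = 0.00794 without 10 mGy replicate 1 and Spic p = 0.0476 without 10 mGy replicate 5 (exact permutation tests). In edgeR, the log2 fold changes of Igf1 and Spic were 0.69 and 0.65 at 100 mGy (adjusted p = 0.174 and 0.229). These genes were chosen by the study on the same libraries, so that their p-values are not independent evidence.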

To dissect functional roles of these subtly modulated genes, all significant DEGs (adjusted p-value < 0.05) were inputted into a Gene Set Enrichment analysis (GSEA). Specifically, GSEA was performed using a list of all genes ranked by their fold change when comparing untreated and treated samples. 

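Genes were ranked by their edgeR log2 fold change at 100 mGy against UT and tested with fgsea (two-sided) against 690 mouse Reactome sets of 15 to 500 genes, over 14002 ranked genes with an Entrez identifier; the collections named in the paper were not used here. At an adjusted p under 0.05, 65 sets were called, 19 toward higher and 46 toward lower expression at 100 mGy, and 137 sets had an unadjusted p under 0.05. The test takes only the ranking of genes, so that its p-values do not measure the variation between mice. The sets named here were singled out after their values were seen and are among those with the smallest adjusted p. GPCR downstream signalling had a normalized enrichment score of 2.02 (adjusted p = 4.11e-19) and the olfactory signalling pathway one of 2.27 (adjusted p = 5.88e-16). The latter rested on 1 library, and without 100 mGy replicate 3 its score was 1.28 (adjusted p = 0.355). Without this library, 9 sets in place of 19 were called toward higher expression. How far GPCR downstream signalling depends on this library is not given here and stays open. Toward lower expression, HSF1-dependent transactivation scored -2.48 (adjusted p = 6.40e-05), cellular response to heat stress -2.32 (adjusted p = 8.54e-05) and the G1/S transition -2.07 (adjusted p = 3.30e-04). The alternative that moved the number of sets most was a ranking by the signed test statistic, which called 187 sets at 100 mGy. Without UT replicate 3 there were 18 sets, and without UT replicate 2, 100 mGy replicate 1 or 100 mGy replicate 3 there were 35, 34 and 25.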

When comparing UT vs 100 mGy using the MsigDB hallmark collection and GO Biological Processes collection, 5 gene sets were significantly enriched (adjusted p-value < 0.05) (**Supplementary Figure 2A**). Across all differentially expressed genes involved in these pathways, none exhibited a log_2_ fold change exceeding 0.25. 

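In the Reactome sets named above for 100 mGy, the genes of the leading edge were those that carried the enrichment score. Among the 192 leading-edge genes of GPCR downstream signalling, of 420 in the set, the median log2 fold change was 0.53 and the largest absolute value 2.58. The 115 leading-edge genes of the olfactory signalling pathway, of 167, had a median of 0.61 and a largest value of 1.91. Leading-edge genes of HSF1-dependent transactivation numbered 6, with a median of -1.94 and a largest absolute value of 3.26. In the G1/S transition the 53 leading-edge genes had a median of -0.16 and a largest absolute value of 0.42.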

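With genes ranked by log2 fold change at 10 mGy against UT, 154 of the 690 Reactome sets had an adjusted p under 0.05 (fgsea, two-sided), 27 toward higher and 127 toward lower expression, and 201 had an unadjusted p under 0.05. Singled out after their values were seen, sets among those with the smallest adjusted p were Cell Cycle (normalized enrichment score -2.23, adjusted p = 3.37e-18), Cell Cycle, Mitotic (-2.32, adjusted p = 7.53e-18) and Mitotic Prometaphase (-2.48, adjusted p = 1.71e-09). Here too, the p-values of fgsea do not measure the variation between mice. The Cell Cycle set held 459 ranked genes, of which 199 formed the leading edge, with a median log2 fold change of -0.18. In Mitotic Prometaphase the 37 leading-edge genes had a median of -0.37. Removing the trend of the log2 fold change on transcript length, an alternative chosen after seeing the data, left 81 sets at 10 mGy. Without UT replicate 3 there were 60 sets, and without 10 mGy replicate 1 there were 79.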

There were no enriched pathways when performing GSEA on genes ranked by differential expression comparing UT vs 10 mGy conditions.

Finally, a targeted examination of genes implicated in responses to ionizing radiation, particularly those related to DNA damage response, cell cycle regulation, and antioxidant defenses, was conducted (**Supplementary Figure 2B**). This focused investigation revealed that, with the exception of *Egr1* and *Ccnb1*, none of these historically pertinent genes were significantly differentially expressed when comparing untreated samples with either radiation treatment group. 

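Of 148 genes on the lists of p53 targets, DNA damage signalling and repair, G2/M cell cycle and antioxidant (NRF2) defence, together with Egr1 and Ccnb1, 146 were tested. At 10 mGy, 0 genes passed with p-values adjusted over all genes and 0 adjusted over the list alone, with 28 at an unadjusted p under 0.05. At 100 mGy the counts were 0 over all genes and 0 adjusted over the list alone, with 11 at an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.0536 at 10 mGy, for Ccnb1, and 0.0504 at 100 mGy, for Egr1. The counts moved with single libraries, and the cause was not tested. Without UT replicate 3, 15 genes passed adjusted over the list alone at 10 mGy, and without 10 mGy replicate 5, 3 genes did (Ccnb1, Cenpf and Plk1, the last pair named after their values were seen). At 100 mGy, Egr1 passed adjusted over the list alone without 10 mGy replicate 1 or 4 or without 100 mGy replicate 1 or 5. DESeq2 called 5 genes adjusted over the list alone at 10 mGy (Ccnb1 with Bub1, Cenpf, Hmmr and Topbp1, these 4 named after their values were seen) and 1 at 100 mGy (Egr1). As Egr1 and Ccnb1 were picked by the study from these libraries, the list-only counts are not independent evidence for them.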

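Egr1 (chromosome 18 of mm10, 34859823 to 34864984, plus strand) was estimated from 2 annotated transcripts, of which the authors' gene table holds the smaller part. Summed over both transcripts, Egr1 measured 202.3 ± 29.9 TPM in UT, 288.4 ± 54.9 TPM at 10 mGy and 369.1 ± 106.2 TPM at 100 mGy (SD, n = 5 each, exact permutation tests against UT, p = 0.0159 at both doses). In the gene table it measured 24.9 ± 5.54 TPM in UT, 34.9 ± 4.73 TPM at 10 mGy and 40.5 ± 9.89 TPM at 100 mGy (SD, n = 5 each, exact permutation tests, p = 0.0318 and 0.0238). The edgeR log2 fold change was 0.88 at 100 mGy (standard error 0.195, adjusted p = 0.236) and 0.49 at 10 mGy (standard error 0.194, adjusted p = 0.978). Leaving out 1 library kept the value at 100 mGy between 0.72 and 1.02. The adjusted p at 100 mGy over all genes ranged from 0.00373 to 0.635 over the alternatives and was under 0.05 with DESeq2 (0.00821) and not under the edgeR alternatives. Between the 2 doses no difference was detected (exact permutation test on the summed TPM, p = 0.198).

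**Figure D1:**
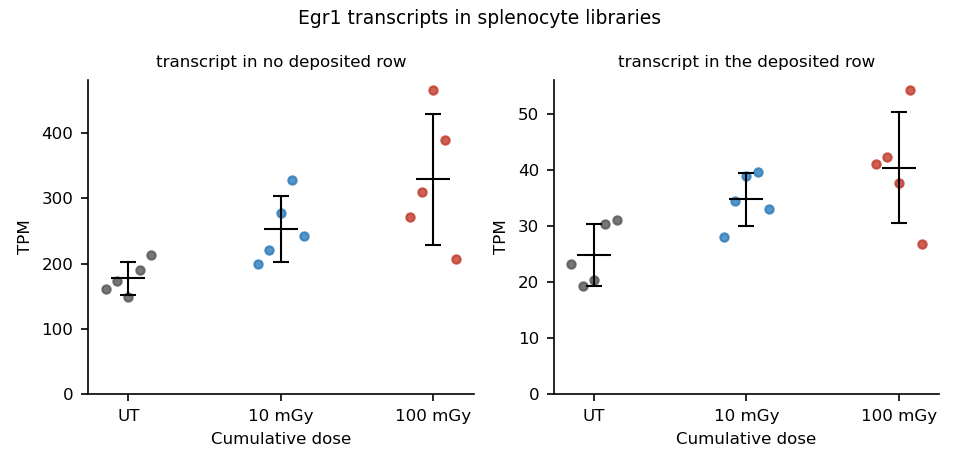
TPM of the 2 Egr1 transcripts against cumulative dose, with the transcript absent from the authors' gene table on the left and the transcript it holds on the right. Points are libraries and bars are mean ± SD (n = 5); the left transcript ranged from 149.4 TPM in UT to 465.3 TPM at 100 mGy.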

*Egr1*, a transcription factor, was significantly upregulated when comparing UT samples to 100 mGy (**Supplementary Figure 2C**). 

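Ccnb1 (chromosome 13 of mm10, 100778650 to 100786570, minus strand) measured 6.79 ± 1.15 TPM in UT, 4.37 ± 0.161 TPM at 10 mGy and 5.62 ± 1.14 TPM at 100 mGy (SD, n = 5 each). All 5 values at 10 mGy, from 4.10 to 4.48 TPM, lay below the UT values, of which the lowest was 5.04 TPM (exact permutation test, p = 0.00794). At 100 mGy no difference from UT was detected (exact permutation test, p = 0.127). The difference between the doses was itself tested, with an exact permutation p of 0.00794 in TPM and an edgeR log2 fold change of 0.40 (standard error 0.149, adjusted p = 0.786). Against UT, the edgeR log2 fold changes were -0.67 at 10 mGy (standard error 0.148, adjusted p = 0.468) and -0.27 at 100 mGy (standard error 0.147, adjusted p = 0.587). Over the alternatives the adjusted p at 10 mGy ranged from 0.00315 to 0.833, and DESeq2 gave 0.0187.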

The *Ccnb1 gene*, encoding cyclin B1, was significantly downmodulated only when comparing UT with 10 mGy samples. 

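The gene lists were tested as sets with camera (two-sided, preset correlation 0.01, p-values adjusted over 23 lists), and the most expressed genes of these lists are named with them. A preset correlation of 0.01 takes the genes of a list as nearly independent. The camera p-values therefore do not measure the variation between mice. The list of p53 targets (29 of 30 genes tested, with Ptp4a3, Trp53inp1 and Pmaip1) had a median log2 fold change of -0.01 at 10 mGy (adjusted p = 0.216) and 0.00 at 100 mGy (adjusted p = 0.394). Antioxidant (NRF2) defence (31 of 31, with Fth1, Ftl1 and Hmox1, of which Hmox1 is also on the red pulp macrophage list) had medians of 0.02 (adjusted p = 0.512) and 0.05 (adjusted p = 0.394). DNA damage signalling and repair (45 of 46, with Parp1, Pcna and Topbp1) was lower at 10 mGy, by a median of -0.05 with 30 of 45 genes lower (adjusted p = 0.0121), and not at 100 mGy (median -0.01, adjusted p = 0.659). Its call at 10 mGy was lost without 10 mGy replicate 2 (adjusted p = 0.0864) or without 10 mGy replicate 3 (adjusted p = 0.0715), and its median ranged from -0.09 to -0.03 when 1 library was left out. G2/M cell cycle (40 of 40, with Mki67, Cenpa and Top2a) was lower at 10 mGy in all 40 genes (median -0.40, adjusted p = 5.95e-31) and at 100 mGy in 35 of 40 (median -0.17, adjusted p = 4.30e-05), the latter call being lost without 100 mGy replicate 5 (median -0.08, adjusted p = 0.0503), with a median of -0.27 without UT replicate 3. Immediate early response (28 of 29, with Fosb, Nr4a1 and Junb, without Egr1) was not called at 10 mGy (median 0.06, adjusted p = 0.188) or 100 mGy (median -0.01, adjusted p = 0.714). It was called at 10 mGy without UT replicate 3 (adjusted p = 0.0114) or without 10 mGy replicate 5 (adjusted p = 2.07e-04), and at 100 mGy without 100 mGy replicate 5 (adjusted p = 5.91e-05). As group means of list scores, p53 targets differed from UT by -0.02 at 10 mGy (exact permutation test, p = 0.587) and -0.05 at 100 mGy (exact permutation test, p = 0.818). G2/M cell cycle differed by -0.38 at 10 mGy (exact permutation test, p = 0.0397) and -0.17 at 100 mGy (exact permutation test, p = 0.278). DNA damage signalling and repair differed by -0.075 at 10 mGy (exact permutation test, p = 0.111). Under fry, which allows for correlation between the genes of a list, 0 lists were called at either dose. Trp53 (chromosome 11 of mm10, 69580359 to 69591873, plus strand) measured 101.1 ± 11.7 TPM in UT, 104.3 ± 8.07 TPM at 10 mGy and 103.5 ± 9.24 TPM at 100 mGy (SD, n = 5 each, exact permutation tests against UT, p = 0.643 and 0.738). Nfe2l2, which encodes NRF2 (chromosome 2, 75675513 to 75704641, minus strand), measured 55.4 ± 4.72 TPM, 54.9 ± 5.84 TPM and 53.2 ± 6.56 TPM (SD, n = 5 each, exact permutation tests against UT, p = 0.889 and 0.571).

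**Figure D2:**
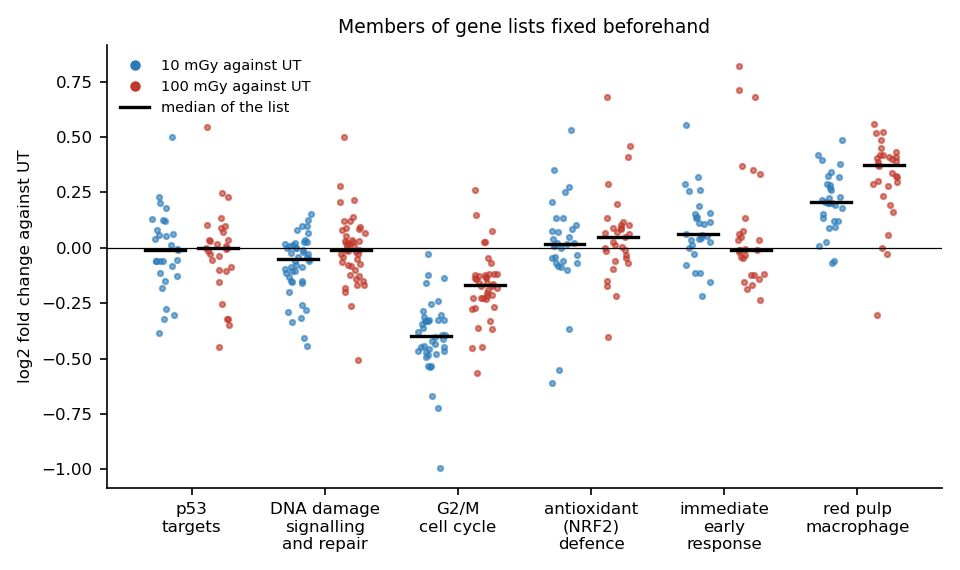
Log2 fold change against UT of the genes on 6 lists, at 10 mGy in blue and at 100 mGy in red. Points are genes and black bars are list medians; those of G2/M cell cycle lie at -0.40 and -0.17 and those of p53 targets at -0.01 and 0.00.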

In general, this focused analysis indicates canonical radiation responses, such as DDR or antioxidant pathways, are not substantially activated following cumulative exposure to either 100 mGy or 10 mGy *y*-radiation.

Together, these bulk RNA-sequencing results highlight the minimal impact of sustained low-dose radiation on splenocyte gene expression, an important finding that points to a limited capacity of sustained low-dose exposure to reprogram immune transcriptional states.

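Over all 23 lists, camera called 16 at 10 mGy (11 higher, 5 lower; 17 at an unadjusted p under 0.05) and 8 at 100 mGy (3 higher, 5 lower; 10 at an unadjusted p under 0.05). Under fry (two-sided), 0 were called at either dose, with 7 lists at 10 mGy and 3 at 100 mGy at an unadjusted p under 0.05. With 1 library left out, fry called 4 lists at 10 mGy (G2/M cell cycle, eosinophil and basophil, platelet and megakaryocyte, and plasma cell) and 2 at 100 mGy (red pulp macrophage, and eosinophil and basophil) without 100 mGy replicate 5, 2 at 10 mGy without UT replicate 3, 1 at 10 mGy without 10 mGy replicate 2, and 1 at 100 mGy without UT replicate 2 or without 10 mGy replicate 3. With a correlation estimated from the data, camera called these same 4 lists at 10 mGy and 0 at 100 mGy, with 7 and 3 at an unadjusted p under 0.05. When 1 library was left out in turn, 8 of the 16 calls at 10 mGy and 6 of the 8 at 100 mGy were made in all 15 fits. Of the genes on a list, 4 of the dendritic cell and of the glucocorticoid list, 3 of the T cell list, 2 of the marginal zone list and 1 each of the p53, NRF2, immediate early, circadian, interferon, red pulp macrophage and plasma cell lists are also on another list, and 1 each of the p53, G2/M and NRF2 lists is a gene the paper names.
The red pulp macrophage list (30 of 30 genes tested, with Vcam1, Hmox1 and Csf1r, and no gene the paper names) had a median log2 fold change of 0.21 at 10 mGy (camera adjusted p = 6.03e-13) and 0.37 at 100 mGy (adjusted p = 1.99e-22), with 28 and 27 of 30 genes higher. Marginal zone and metallophilic macrophage genes (11 of 12, with Sigirr, Tlr13 and Clec4e) had medians of 0.21 (adjusted p = 0.00147, from 0.11 without UT replicate 4 to 0.38 without UT replicate 1) and 0.19 (adjusted p = 0.0589, from 0.10 to 0.36 and called in 5 of the 15 fits that left out 1 library, 0.36 being without UT replicate 1), and eosinophil and basophil genes (15 of 18, with Hdc, Il5ra and Gata2) of 0.52 (adjusted p = 2.67e-05, and 0.34 without UT replicate 2) and 0.39 (adjusted p = 0.00278). Platelet and megakaryocyte genes (19 of 20, with Thbs1, Itgb3 and Rgs18) had medians of 0.33 (adjusted p = 6.18e-07) and 0.21 (adjusted p = 0.101, called without UT replicate 2, 100 mGy replicate 3 or 100 mGy replicate 4, where it was 0.37), and NK cell genes (20 of 20, with Il2rb, Gzma and Txk) of 0.20 (adjusted p = 5.18e-10), with 20 of 20 genes higher, and 0.09 (adjusted p = 0.337). Plasma cell genes (22 of 22, with Hsp90b1, Irf4 and Jchain) were lower, with medians of -0.23 (adjusted p = 8.57e-14; -0.13 without UT replicate 1) and -0.17 (adjusted p = 1.56e-05, from -0.26 without UT replicate 3 to -0.10 without UT replicate 1 or 100 mGy replicate 5). Heat shock genes (20 of 20, with Hspa8, Hsp90ab1 and Hspa5) had medians of -0.26 (adjusted p = 5.18e-10; -0.12 without UT replicate 3) and -0.24 (adjusted p = 4.60e-10).
Other lists lost or gained a call when a single library was left out. Neutrophil genes (22 of 22, with S100a9, Ngp and S100a8) had a median of 0.69 at 10 mGy (adjusted p = 5.13e-08). This call was lost without 10 mGy replicate 3 (median 0.09, adjusted p = 0.243). At 100 mGy the neutrophil median was 0.30 (adjusted p = 0.109) and ranged from 0.055 to 0.46 when 1 library was left out. The list was called there without UT replicate 2, 10 mGy replicate 3, 100 mGy replicate 3 or 100 mGy replicate 4, where the median was 0.46. Erythroid genes (25 of 26, with Hbb-bs, Hba-a2 and Hba-a1) went up at 10 mGy (median 0.26, adjusted p = 0.0017), lost without 10 mGy replicate 3 (median 0.04, adjusted p = 0.389) or 10 mGy replicate 4, and down at 100 mGy (median -0.34, adjusted p = 0.00191), lost without UT replicate 2 (median 0.02, adjusted p = 0.45). T cell genes (25 of 25, with Ccr7, Tcf7 and Lck) went up by a median of 0.08 at 10 mGy (adjusted p = 0.0191), lost without UT replicate 2 (adjusted p = 0.704), 10 mGy replicate 2 or 10 mGy replicate 4 (medians from 0.02 to 0.15), and had a median of -0.08 at 100 mGy (adjusted p = 0.00191, and -0.13 without UT replicate 2). B cell genes (20 of 21) had medians of -0.08 (adjusted p = 0.00263) and 0.05 (adjusted p = 0.239), the first call lost without UT replicate 3 (adjusted p = 0.157) and the second gained there. Dendritic cell genes (20 of 21, with Ccr7, Wdfy4 and Cd24a) had medians of 0.07 (adjusted p = 0.0277), lost without UT replicate 4 or 5 or 10 mGy replicate 1, 3 or 4 (medians from 0.01 to 0.22), and 0.16 (adjusted p = 0.109, called without UT replicate 3 or 100 mGy replicate 5). Circadian clock output (19 of 20, with Per1, Bhlhe40 and Nr1d2) had medians of 0.06 (adjusted p = 0.00914), lost without UT replicate 5 (adjusted p = 0.0717) or without 10 mGy replicate 1 (adjusted p = 0.0871), and 0.05 (adjusted p = 0.239). Pancreatic acinar cell genes (17 of 32, with Cela1, Pnlip and Cela2a) had medians of 3.16 (adjusted p = 2.62e-04), lost without 10 mGy replicate 4 (median 0.37, adjusted p = 0.470), and 1.82 (adjusted p = 0.00276), which was 0.99 without 100 mGy replicate 3 and 1.06 without 100 mGy replicate 4. Beside the p53, NRF2 and immediate early lists, 2 response lists had no call at either dose. They were glucocorticoid response (20 of 20, with Tsc22d3, Per1 and Cxcr4, medians -0.03 and -0.08) and type I interferon response (29 of 29, medians 0.09 and -0.02). The remaining lists without a call were stroma and endothelium (25 of 29, with Pecam1, Stab2 and Col4a1, medians 0.29 and 0.22) and female and male (2 of 5, with Kdm5d and Uty, medians 0.01 and 0.14). Stroma and endothelium was called at 10 mGy without UT replicate 1 (median 0.44, adjusted p = 0.0477) or without 10 mGy replicate 5 (adjusted p = 7.28e-06). At 100 mGy it was called without 100 mGy replicate 5 (adjusted p = 0.00129). Its lowest median when 1 library was left out was 0.07 at 10 mGy and 0.05 at 100 mGy. The interferon list was called at 10 mGy in 4 of the fits that left out 1 library. By exact permutation of the list scores of 5 libraries against 5, two-sided, 6 lists at 10 mGy and 2 at 100 mGy had a p under 0.05. After adjustment, 0 lists were under 0.05 (smallest adjusted p = 0.183 at each dose). A single list at the smallest possible exact permutation p of 0.00794 reaches only 0.183, so that no single list could pass. From these bulk RNA-sequencing results, the paper states that sustained low-dose radiation had little impact on splenocyte gene expression, and proposes that such exposure may have a limited capacity to reprogram the transcriptional state of immune cells.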

## Discussion

Observations from epidemiological and experimental studies indicate that exposure to LDIR can be immunomodulatory, influencing the proportion, phenotype and function of immune cells across various organs.

While high-dose radiation induces dramatic cell death seen in acute radiation syndrome (ARS), the mechanisms underlying responses in the low-dose range (<100 mGy) remain incompletely understood, particularly under sustained low-dose-rate conditions. Here, we conducted a controlled study to elucidate the effects of sustained low-dose-rate total-body irradiation (TBI) on the immune system of healthy female C57BL/6 mice, delivering cumulative absorbed doses of 10 mGy and 100 mGy over 7 days. Given the limited sample size feasible for this work, we restricted our study to female mice in order to maximize power for detecting dose-dependent effects while minimizing sex-related variability.

Our results demonstrate that sustained LDIR at these levels induces at most, only subtle changes to immune homeostasis. Analyzing the mice immediately after the 7-day sustained irradiation period, we found that hematological parameters remained comparable to those of unexposed controls, with no significant alterations in radiation-sensitive populations such as lymphocytes. The sole exception was a statistically significant doubling of circulating neutrophil proportion (and absolute count) at 10 mGy, which trended but did not reach significance at 100 mGy. This isolated finding may reflect transient radiation-induced neutrophil activation, mobilization, or altered margination/trafficking, rather than enhanced granulopoiesis, given the absence of bone marrow neutrophil expansion. However, cautious interpretation is warranted, as it could represent variability or an artifact in this cohort. Flow cytometry revealed no major perturbations in immune cell subset proportions in the spleen, thymus, or bone marrow. Ex vivo functional assays further showed preserved NK and T cell responses (IFN-γ production, degranulation), indicating no impairment or enhancement in cytokine production or effector activity under these conditions.

Bulk RNA-sequencing reinforced that the immune system was largely unperturbed by either radiation exposure. Principal component analysis showed no treatment-driven clustering, and differential expression analysis identified only modest numbers of DEGs, mostly with small fold changes. Targeted inspection of radiation-response genes (DNA damage response, cell cycle, antioxidants) showed no broad activation, except for Egr1 upregulation (at 100 mGy) and Ccnb1 downregulation (at 10 mGy). These findings suggest that the sustained LDIR tested does not strongly trigger canonical stress pathways. The minor transcriptomic shifts observed here, while statistically significant in some cases, raise questions of biological relevance due to small magnitudes, limited pathway coherence, and absence of canonical signatures. Nonetheless, subtle changes could represent sensitive adaptive responses to mild stress, and candidates like Egr1 warrant validation as potential low-dose markers in future work.

Although our study did not define a formal dose-response or dose-rate-response curve, the absence of discernible perturbations across hematological, cellular, functional, and transcriptomic readouts suggests that these exposure conditions may fall below the threshold of biomolecular insult required to elicit detectable systemic immune responses. This does not imply a threshold for DNA damage response, which is generally considered to follow a more linear relationship at low doses (32, 33). Instead, our results highlight a potential dissociation between molecular-level events and broader physiological outcomes, where efficient repair, adaptation, or homeostatic mechanisms may prevent subtle insults from translating into observable immunological changes. This complexity illustrates the challenges of extrapolating from molecular damage to whole-system effects under low-dose-rate conditions. Nevertheless, our data cannot exclude low-dose hypersensitivity or other non-linear responses at specific doses below or between 10 and 100 mGy.

Several studies using acute gamma-ray exposure have reported immune alterations following low-dose ionizing radiation (LDIR). For example, Maccullum et al. revealed that even a low-dose of 0.01 Gy prompted detectable p53 induction in the spleen and liver, with levels increasing dose-dependently (18). Similarly, Shimura et al. found upregulation of Nrf2 in PBMCs of mice exposed to acute TBI as low as 0.1 Gy (19). These results suggest an extremely sensitive mechanism in mammalian cells for detecting and responding to ionizing radiation, challenging the necessity for a threshold to trigger such responses. TBI exposure, even at 0.1 Gy could reduce total white blood cells and lymphocytes just one day after exposure (19). In the study by Bogdandi et al., mice exposed to acute TBI at 0.1 Gy and below showed most splenocyte populations experienced statistically significant reductions in cell numbers at least at one time point, with a general downward trend even when changes weren’t significant (21). Furthermore, 0.1 Gy exposure caused total splenocytes to be reduced by around 35% while 0.01 Gy led to more minor changes, with total splenocytes being reduced by around 10%. While these reports reveal immune fluctuations in the low-dose range, they all employed acute, high-dose-rate delivery. In contrast, our model delivered cumulative doses of 10 and 100 mGy at a low dose rate over 7 days. This temporal spreading of exposure likely limits the number of cells simultaneously experiencing radiation insult at the time of analysis, thereby reducing the likelihood of detecting robust signatures of DNA damage response, apoptosis, or oxidative stress compared with acute high-dose-rate models. Furthermore, any cumulative damage of radiation on the cellular environment may have been beneath a threshold necessary to activate significant immune cell responses across these organs.

Comparable studies of sustained or chronic LDIR effects on the immune system remain limited. In prior work from our group, chronic exposure to tritiated drinking water was used to investigate immune function in a transgenic breast cancer mouse model, differing from the present study’s focus on gamma radiation in healthy mice (34). More recently, we exposed female MMTV-neu transgenic mice (FVB/N background) to sustained low-dose-rate ^60^ Co gamma radiation over 56 days, achieving cumulative absorbed doses of 10 and 100 mGy (35). That study revealed modest hematological changes, altered splenic macrophage proportions, and transient increases in NK cell frequency, NKG2D expression, and ex vivo IFN-γ production, without significant effects on mammary tumorigenesis. The contrasting outcomes, minimal perturbation in the current healthy C57BL/6 model versus selective, transient innate immune activation in the transgenic model, likely reflect the much longer exposure duration (56 vs. 7 days), strain-specific differences in immune baselines and radiation sensitivity (C57BL/6 vs. FVB/N), and the influence of ongoing mammary tumorigenesis, which may modulate radiation-induced immune responses.

Other investigations of protracted gamma exposure similarly report limited immune disruption. Shin et al. investigated the effects of protracted low dose gamma radiation exposure in mice, applying a low-dose-rate of 0.7 mGy/h for 11.9 days to reach a cumulative dose of 0.2 Gy (25). They also exposed another group of mice to 3.95 mGy/h for 21 days, totaling 2 Gy. The authors reported no significant changes in hematological metrics at either dose rate. Additionally, they found no differences in splenocyte population proportions, even with a cumulative 2 Gy dose, contrasting with findings from Bogdandi et al., where 2 Gy delivered acutely caused substantial shifts in splenocyte populations (21). They did, however, reveal minor fluctuations (under 0.5-fold) in various cytokines. In a unique study by Courtade et al., mice received cumulative 20 cGy whole-body gamma irradiation over 24 months (36). On a per-day basis, this rate is approximately 0.0274 mGy/day. The results showed that this chronic low-dose exposure did not significantly alter the total counts of splenocytes or thymocytes, although a small, temporary increase in splenocyte and thymocyte counts was observed at 12 and 18 months, respectively. T-cell populations in both the spleen and thymus showed no notable changes, indicating that cellular immunity was not strongly affected by this dose rate. Immunoglobulin levels, however, showed a dose-dependent decline over time, although B-cell numbers in the spleen remained stable. In general, evidence suggests that low-dose-rate radiation is less perturbing to the immune system compared to the same dose given at a high-dose rate. Low-dose-rate radiation given to a low cumulative dose is very minimally affecting, rarely influencing immune cell proportions or phenotypes. Comparatively, low-dose-rate radiation given to higher cumulative doses may be sufficient to trigger systemic immune system responses, with variation depending on the radiation dose, quality and rate as well as the mouse strain, age, and sex (37).

Despite the comprehensive nature of our analysis, our study has important limitations. The sample size was small, which may limit the statistical power to detect the subtle changes expected from LDIR exposure. Furthermore, incorporating measurements of DNA damage following radiation exposure, such as γ-H2AX staining, would have provided more direct evidence of radiation-induced DNA damage, thereby contextualizing our findings. Another limitation is that only female mice were studied. This choice was deliberate, as our sample size was insufficient to robustly evaluate sex differences, and restricting to females allowed for more straightforward interpretation of dose-dependent effects. However, this necessarily limits generalizability to males. Additionally, our study examined the effects immediately after exposure, yet the potential impacts at later stages remain uncertain. Lastly, since factors such as model organisms, strains, age, sex, and varying radiation quality and quantity can significantly impact biological outcomes, the findings from this study may have limited generalizability. The convergence of results from hematology, flow cytometry, and transcriptomics provides a consistent and comprehensive description of the lack of measurable radiation response, thereby enhancing the credibility of our conclusions.

Importantly, major epidemiological studies have shown excess relative risk scores for cancer and non-cancer diseases among occupationally exposed nuclear energy workers (NEW) (12, 14–16, 38–40). According to the Canadian Nuclear Safety Commission, a typical annual dose received by a NEW in a uranium mine or nuclear power plant in Canada is around 1 mSv (41). In a publication from the million-person study analyzing US NEWs, the mean cumulative career dose was 52.6 mSv, with a maximum dose of 1.32 Sv and only around 15% of workers with career exposures over 100 mSv (40). In contrast, the cumulative doses and dose rates used in our study are significantly higher than those typically encountered by NEWs. Nevertheless, our results demonstrate that even at the upper threshold of what is considered a low-dose (100 mGy), we found little to no evidence of immune perturbation in female mice. Direct extrapolation to human health risks remains limited due to species differences, exposure duration, genetic background, sex, and endpoint timing; further studies bridging these gaps are needed to inform radiation protection frameworks.

Future studies should build on these findings by establishing comprehensive dose-response curves for LDIR effects on immune readouts, extending across the low-dose range (e.g., <100 mGy) into higher-dose regimes to delineate potential thresholds, adaptive responses, or non-linear transitions where perturbations become more pronounced. Extending exposure durations beyond the 7-day period used here, such as weeks to months of sustained low-dose-rate irradiation, will be essential to better model chronic occupational or environmental scenarios and to capture potential cumulative or time-dependent immunological adaptations. Additionally, experimental designs that more closely simulate human exposure conditions, including varied dose rates, fractionated delivery, and diverse genetic backgrounds, age groups, or sexes, would enhance translational relevance. Additionally, identifying radiation biomarkers would be extremely valuable for future LDIR epidemiology. Such biomarkers could help researchers distinguish between radiation-induced health effects and background variations, thereby contributing to reducing the current uncertainties in epidemiological surveys at low dose exposures and contributing to the generation of radiation dose response models.

## Conclusion

This study investigated the effects of sustained LDIR on immune cell composition and gene expression in a murine model. Female C57BL/6 mice exposed to continuous low-dose-rate ^60^Co gamma radiation to cumulative doses of 10 mGy and 100 mGy displayed limited alterations in blood composition or immune cell distributions across the spleen, thymus, and bone marrow. Transcriptomic analysis revealed only minimal gene expression differences, with no detection of canonical radiation response pathways, such as DNA damage repair or oxidative stress. These findings suggest that, under the conditions studied, the female murine immune system remains largely unperturbed by sustained low-dose radiation, even at cumulative doses at the upper threshold for low-dose exposure as defined by the US National Academies of Science.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE296450.

How the deposited data were processed for this re-analysis (not part of the article)

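Splenocytes of female C57BL/6 mice were sequenced as poly-A stranded paired-end libraries, 5 libraries each from the UT, 10 mGy and 100 mGy groups and 1 library per mouse. The authors aligned the reads to the mouse transcriptome with kallisto and deposited, for each library, estimated counts per transcript, in which read pairs shared between transcripts are split by expectation maximization and which carry no normalization. The authors also deposited TPM per transcript, scaled by kallisto to a constant total within each library, and a gene table of TPM that they summed over transcripts by gene symbol. Raw reads were not used here, so no filter on reads could be changed. Sample conditions and replicates come from the labels of the libraries, which hold 5 libraries per group.

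Transcripts were grouped into genes by GENCODE M21, in which all but 1761 of the transcripts have a gene under the same identifier and length. The deposited gene table has 35646 named genes and a blank name with 6051 to 7092 TPM per library. Of its 25297 genes above 0.05 TPM, 22641 were traced to the sum of all transcripts of a gene and 620 to a part of them. A further 1758 were traced to a gene under another name and 56 to a single transcript, and 222 could not be traced. The traced values can differ slightly, as the lowest Cd163 value at 10 mGy was 6.234 TPM in the table and 6.233 TPM when summed. The transcripts that this table holds carry 98.76% to 98.97% of the counts. Total estimated counts on genes per library ranged from 18020765 to 28026445, which is the depth behind every test, and no interval is given for a share of counts since no share of a single library was tested at a claim.

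Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest) on rounded estimated counts, with length offsets built as tximport builds them, all 15 libraries in 1 fit and 1 coefficient per group. The tests are two-sided, and an adjusted p (Benjamini-Hochberg) under 0.05 counts as called, with an absolute log2 fold change above 0.5 counted separately. DESeq2 1.42.0 gave the variance-stabilized counts of the 500 most variable genes for the principal component analysis and the Wald test used as an alternative. PERMANOVA used 9999 permutations, and F statistics of single components 100000 resamples. Single genes were compared in TPM with exact permutation tests over the 252 arrangements of 5 libraries against 5, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; plots used matplotlib 3.10.9.

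Lists of genes written from general knowledge were tested with camera of limma 3.58.1 (preset correlation 0.01), beside camera with an estimated correlation and fry (with statmod 1.5.0 for blocks). The 23 lists were p53 targets, DNA damage signalling and repair, G2/M cell cycle, antioxidant (NRF2) defence, immediate early response, heat shock, circadian clock output, glucocorticoid response, type I interferon response, red pulp macrophage, marginal zone and metallophilic macrophage, neutrophil, eosinophil and basophil, platelet and megakaryocyte, erythroid, plasma cell, B cell, T cell, NK cell, dendritic cell, stroma and endothelium, pancreatic acinar cell, and female and male. Genes ranked by log2 fold change were tested with fgsea 1.28.0 against the mouse Reactome sets of 15 to 500 genes that come with the package; 1530 genes without an Entrez identifier were not ranked. The hallmark and GO collections and the GO terms from which the paper took its radiation genes were not used here. Flow cytometry and blood counts were not analysed here.

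Genes are named by a rule: the 25 genes the paper names, the 5 with the smallest adjusted p in each comparison, up to 5 called genes with the largest change whose groups do not overlap (there were none), called genes of the radiation lists (there were none in the edgeR fit), and the 3 most expressed genes of each list reported, except where these include an item withheld for evaluation, in which case they are left out. The tests, the comparisons, the lists, this rule and the first set of alternatives were chosen before the data were examined. That set held DESeq2, DESeq2 size factors or upper-quartile scaling in edgeR, robust dispersion, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with at least 0.5 TPM in 5 libraries, no length offset, counts thinned to the smallest library, at least 10 counts in every library, no filter on counts, only the 2 groups compared, the replicate number or the library number as a block, library numbers 1 to 3 against 4 to 6 as a covariate, the red pulp macrophage score as a covariate, no immunoglobulin and T cell receptor segments, fry, another ranking for fgsea, other gene numbers and scales for the principal components, 3 in place of 4 clusters, and each library left out in turn. Alternatives chosen after seeing the data were limma voom with sample quality weights, transcripts grouped as in the deposited table with edgeR or DESeq2 and with or without length offsets, DESeq2 on only the 2 groups compared, libraries with alike immunoglobulin segments averaged, the immediate early score as a covariate, a length trend removed before fgsea, and fry with blocks. The radiation list under most of these fits was added in the same way.

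The procedure was tested on simulated data before use. With 200 genes changed at random between UT and 100 mGy, edgeR made 91 calls of which 89 were true, and DESeq2 made 122 of which 112 were true; with no gene changed, edgeR made 0 calls and DESeq2 made 1. Between UT and 10 mGy, unchanged in both simulations, DESeq2 made 2 calls in the first and 3 in the second, and edgeR 0 and 0. For lists of genes, a simulated target list was recovered by camera, fry and fgsea, and of 100 random lists 1, 3 and 0 had an unadjusted p under 0.05. As genes were simulated independently, these simulations could not test the effect of correlated genes or of differences between whole libraries. In other splits of the real libraries, camera called a median of 10 lists at 10 mGy and 7 at 100 mGy. There, fgsea called a median of 24 and 15 Reactome sets. Other splits of the samples were drawn as 99 of the 126 possible splits of the 10 libraries of a comparison beside the real split.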

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

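Chosen only after the result was seen were the tests of the library number on PC1, of a lower share of lymphocytes, of UT replicate 3 for the Reactome sets, of an irradiation response of acinar genes, and the counts of other splits for edgeR genes and fry lists in all comparisons and for DESeq2 genes at 10 mGy.

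In 20 of the 165 groups of 5 libraries examined, 1 library lay apart from the other 4, with a gap to the nearest of more than 0.71 of the whole range; chance gives this in about 1 in 20 groups, or 8.2 here. These cases involved list scores (mean log2 expression of a list, centred over all libraries), scores on PC1 and TPM of named genes.

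The libraries apart most often were 10 mGy replicate 5 and 100 mGy replicate 5. Both had high PC1 scores, 14.5 against -6.10 to -2.43 in the rest of its group and 18.0 against -7.35 to -1.98. Both were low in stroma and endothelium genes (score -2.02 against 0.34 to 0.69 and -1.90 against 0.36 to 0.79) and in immediate early genes (-0.76 against 0.20 to 0.28 and -1.15 against 0.24 to 0.30). In addition, 10 mGy replicate 5 was low in antioxidant (NRF2) defence (-0.29 against 0.035 to 0.081), and 100 mGy replicate 5 in p53 targets (-0.30 against 0.015 to 0.057), dendritic cell genes (-0.24 against 0.059 to 0.13) and heat shock genes (-0.98 against -0.13 to 0.064). Library size is argued against, since with all libraries thinned to the smallest total the lower of the pair still lay 11.1 above the highest of the other 13 on PC1 (SD of the others 7.02). A bias by gene length is argued against by the mean stroma score of the pair, which was -1.96 with the trend on transcript length removed. A lower yield of stromal cells cannot be told apart from other sources. PC1 and the stroma score had a Pearson r of -0.862 over the other 13 libraries, but stromal genes are among those with the largest loadings on PC1, so that the relation in part restates the low scores (permutation p = 0.0013; rho = -0.758, permutation p = 0.0036; r = -0.866 without the 2 farthest libraries; adjusted p = 0.00303 over a family of 7 relations). The order in which animals were handled, for which only the library number stands, cannot be told apart either. Both libraries are numbered 6, as is UT replicate 5 with a PC1 score of 3.72, but over the other 13 libraries number and PC1 had an r of 0.565, permuted within groups (permutation p = 0.0517; rho = 0.527, permutation p = 0.0826; r = 0.495 without the 2 farthest; adjusted p = 0.0724), and number and stroma score an r of -0.541 (permutation p = 0.0343; rho = -0.444, permutation p = 0.127; r = -0.446 without the 2 farthest; adjusted p = 0.06). A biological difference between these mice, irradiation included, was not tested.

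UT replicate 3 lay apart in heat shock genes (1.16 against -0.013 to 0.24), G2/M cell cycle genes (-0.24 against 0.21 to 0.36) and the list of female and male genes, of which 2 were tested (-0.58 against -0.007 to 0.22). It enters every comparison with UT. Without it, the median log2 fold change of the heat shock list at 10 mGy was -0.12 in place of -0.26, which makes this library a candidate source of part of that difference, and at 100 mGy it was -0.17 in place of -0.24, so that it is not the whole source there. No biological explanation of this library was tested. UT replicate 2 lay apart in T cell genes (-0.18 against 0.030 to 0.085), platelet and megakaryocyte genes (-0.028 against -0.24 to -0.19) and Cd163 (4.38 TPM against 5.53 to 5.98), UT replicate 4 in eosinophil and basophil genes (-0.012 against -0.33 to -0.24), and 100 mGy replicate 1 in Trp53 (87.0 TPM against 106.8 to 108.4). With 8.2 groups expected by chance, no cause was tested for these.

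Neutrophil genes stood at 1.75 in 10 mGy replicate 3, against -0.40 to 0.073 in the rest of the group. Without this library the median log2 fold change of the list at 10 mGy was 0.090 in place of 0.69, so that the difference between the groups may come from this library alone; infection, blood left in the tissue and irradiation of this mouse were not tested. Amy2a2 measured 19.9 TPM in 10 mGy replicate 4, against 0.0061 to 0.54 in the rest of its group, at most 0.0474 in UT and at most 4.33 at 100 mGy. Pancreatic tissue carried into the sample is a candidate explanation. Of the 17 acinar genes tested, 14 were highest in this library, the most abundant at 52.3 TPM (Cela2a), 43.8 TPM (Ctrb1) and 37.4 TPM (Pnlip) against at most 1.74, 0.774 and 0.631 TPM in UT, and across these genes the levels in this library had an r of 0.838 with those in 100 mGy replicate 4, against -0.387 to 0.0125 with UT libraries. A response to irradiation cannot be told apart from it by the groups, since 5 of 10 irradiated libraries lay at or below the highest UT library (exact permutation p = 0.177).

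Differences between groups also appeared in list scores. Each difference is in log2 units with the two-sided exact permutation p of 5 libraries against 5. At 10 mGy, scores were lower for G2/M cell cycle (-0.38, exact permutation p = 0.0397) and plasma cell (-0.25, p = 0.0397) and higher for NK cell (0.23, p = 0.0238), eosinophil and basophil (0.39, p = 0.0159), platelet and megakaryocyte (0.36, p = 0.00794, the smallest p possible) and red pulp macrophage (0.20, p = 0.0476). At 100 mGy, heat shock was lower (-0.54, p = 0.0476) and red pulp macrophage higher (0.32, exact permutation p = 0.00794, the smallest possible). In each of these 8 differences, 5 of 5 irradiated libraries lay beyond the UT mean in its direction. None passed adjustment over the 23 lists, with a smallest adjusted p of 0.183 at either dose. A single list at the smallest possible exact permutation p of 0.00794 reaches only this adjusted p. The design did not let a single list pass, and no conclusion is drawn from the failure.

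For the red pulp macrophage list at 100 mGy, library size is argued against by a median log2 fold change of 0.36 with all libraries thinned to one total. A lower share of lymphocytes would raise the lists of other cell types by as much, and it cannot be told apart by these. The macrophage score minus the erythroid score was 0.61 higher than in UT (exact permutation p = 0.0476), but the spleens went through red cell lysis, and the difference was 0.46 without UT replicate 2 (exact permutation p = 0.0952). Against the dendritic cell score, whose list shares 4 genes with others, it was 0.23 (exact permutation p = 0.00794), against neutrophils 0.16 (exact permutation p = 0.651) and against platelets 0.14 (exact permutation p = 0.27). Release of more stroma and adherent cells cannot be told apart either. The difference was 0.31 with the stroma score regressed out, but that score differed by only 0.07 between the groups, with 100 mGy replicate 5 at -1.90, and without this library camera called the stroma list higher (median 0.45). Stroma and macrophage scores had an r of 0.44 (permutation p = 0.104; rho = 0.364, permutation p = 0.181; r = 0.612 without the 2 farthest; adjusted p = 0.104). A higher share of macrophages, a change within them, irradiation, and the room or cage, which the design does not separate from it, also stay open. For the G2/M list at 10 mGy, library size is argued against by a median of -0.38 in thinned counts. Fewer plasma cells is a candidate explanation, as deviations of the plasma cell and G2/M scores from the group means had an r of 0.848 (permutation p = 0.00124; rho = 0.871, permutation p = 1.8e-04; r = 0.823 without the 2 farthest; adjusted p = 0.00303), and irradiation stays untested beside it.

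Other splits of the 10 libraries of a comparison, 99 drawn of the 126 possible and the real one, put these counts in context. In edgeR, 22, 12 and 30 of the 100 splits had as many genes at an unadjusted p under 0.05 as the real 730, 1492 and 942 at 10 mGy, at 100 mGy and between the doses. Called genes cannot be judged in this way, since every split reaches the real 0 (100, 100 and 100 of 100). In DESeq2, 9, 6 and 15 splits had as many called genes as the real 24, 77 and 10, with up to 751, 1140 and 734 genes in a single split. Camera called as many lists in 6, 44 and 41 splits, and fry had as many at an unadjusted p under 0.05 as the real 7, 3 and 1 in 2, 16 and 70. Reactome sets were called in as large a number in 1 split at 10 mGy (the real one, 154 sets, against a median of 24 in the others), 5 at 100 mGy and 91 between the doses.

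The numbers of Reactome sets and of fry lists at an unadjusted p under 0.05 at 10 mGy were reached in the fewest splits, 1 and 2 of 100. These are the lowest of the many counts compared above, without correction for their number. The split count of the fry lists was also chosen after the result was seen. An arbitrary grouping is thus not excluded for either, and the number of sets may also depend on technical differences. With the trend on transcript length removed, 81 sets were left, and without UT replicate 3 there were 60, so that a length bias, the weight of this library and a response to irradiation cannot be told apart in the number of sets. Technical sources of the fry lists as a group were not tested. For the other counts above 0, a grouping without meaning stays open as well.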

How the results depend on the processing

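The tests chosen only after the results were seen were DESeq2 with the deposited grouping, with or without length offsets, on only the 2 groups compared or with alike libraries averaged, voom with sample quality weights, alike libraries averaged in edgeR, the immediate early score as a covariate, fry with the replicate block, the length trend removed before fgsea, and the list-only count of radiation genes under all fits but DESeq2 size factors, the replicate block, library numbers 1 to 3 against 4 to 6 and each library left out.

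The counts of 0 called genes in edgeR stayed 0 in all 3 comparisons with DESeq2 size factors, upper-quartile scaling, robust dispersion, both limma fits on log2(TPM), no length offset, thinned counts, either filter on counts, only the 2 groups compared, the library number as a block, no immunoglobulin and T cell receptor segments, the deposited grouping in edgeR and alike libraries averaged in edgeR. Unadjusted p under 0.05 was reached by 730, 1492 and 942 genes. DESeq2 called 24 genes at 10 mGy (18 above 0.5), 77 at 100 mGy (53 above 0.5), 10 between the doses and 8 shared. With the deposited grouping it called 23 (17), 79 (53), 8 and 7; with this grouping and no length offsets 31 (18), 91 (45), 11 and 11; on only the 2 groups compared 17 (13), 66 (49), 5 and 2; and with alike libraries averaged 12 (7), 20 (14), 3 and 4. Voom with sample quality weights called 0 genes at 10 mGy (1786 at an unadjusted p under 0.05) and 42 at 100 mGy (28 above 0.5). The macrophage covariate let edgeR call 1 gene at 10 mGy, above 0.5 (Ighv1-54), 2 at 100 mGy, both above 0.5 (Ighv1-54 and Irf7), and 1 shared (Ighv1-54). These 2 genes, and Axl, were named after their values were seen. The immediate early covariate let it call 0 at 10 mGy, 2 at 100 mGy, both above 0.5 (Cd163 and Mrc1), 0 between the doses and 0 shared, with 944, 1857 and 1203 genes at an unadjusted p under 0.05. Library numbers 1 to 3 against 4 to 6 as a covariate let edgeR call 1 gene at 100 mGy, above 0.5 (Axl). The replicate numbers do not pair the samples, since libraries of one replicate number in different groups were correlated in their deviations from the group means with an r above 0.1 in 7 of 15 pairs, among them all 3 of replicate 1 and all 3 of replicate 5, and not in the others (range -0.252 to 0.632, median 0.0731, against a median of -0.00985 in the 60 other pairs), and those of one library number in 6 of 12 (median 0.118), and with the replicate block 1 gene was called at 100 mGy, 1 above 0.5 (Axl). The cause of these changes was not tested.

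Among the radiation genes, adjusted over the list alone, 0 were called at either dose (28 and 11 at an unadjusted p under 0.05). At 10 mGy DESeq2 called 5 (Bub1, Ccnb1, Cenpf, Hmmr and Topbp1), no filter on counts 2 (Ccnb1 and Cenpf), only the 2 groups compared 1 thinned counts 1 and the immediate early covariate 1 (Ccnb1 in each), the macrophage covariate 11, DESeq2 with the deposited grouping 5, this without length offsets 10, DESeq2 on only the 2 groups compared 8, voom with sample quality weights 36, and DESeq2 with alike libraries averaged 4 (Bub1, Ccnb1, Cenpf and Topbp1). At 100 mGy DESeq2, upper-quartile normalization, no filter on counts, no immunoglobulin and T cell receptor segments, the immediate early covariate, DESeq2 with the deposited grouping, on only the 2 groups compared and with alike libraries averaged called 1 each (Egr1). The replicate block and library numbers 1 to 3 against 4 to 6 called 2 each (Egr1 and Hmox1), voom with sample quality weights 2 (Egr1 and Hmox1), the macrophage covariate 2 (Txn1 and Ube2c) and DESeq2 without length offsets 3 (Egr1, Hmox1 and Xrcc2). Genes other than Egr1 and Ccnb1 were named after their values were seen, and the cause was not tested.

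Of the 16, 8 and 9 lists called by camera, fry called 0, 0 and 0 (7, 3 and 1 at an unadjusted p under 0.05; 0 to 4, 0 to 2 and 0 to 0 with 1 library left out, the most without 100 mGy replicate 5), camera with an estimated correlation 4, 0 and 0 (7, 3 and 0 at an unadjusted p under 0.05), and fry with the replicate block 1, 0 and 0 (NK cell at 10 mGy, adjusted p = 0.038). Both allow for correlation between the genes of a list, which the preset value holds at 0.01. Of the Reactome sets, 154 at 10 mGy, 65 at 100 mGy and 4 between the doses were called, and 244, 187 and 19 when genes were ranked by the signed test statistic; with the trend on transcript length removed there were 81 and 33 at the 2 doses. The cause was not tested.

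Among single genes, directions reversed for Bloc1s5 at 10 mGy with the macrophage covariate (log2 fold change -0.005), Trp53 with the library-number block (-0.026 at 10 mGy and -0.033 at 100 mGy), Nfe2l2 without length offsets (0.03 and 0.04), in DESeq2 without length offsets (0.032 and 0.036) and with voom (0.12 and 0.14), and Scamp5 at 10 mGy without length offsets (0.11), in DESeq2 without length offsets (0.11) and with voom (0.34). None of these genes was called in the comparison concerned, and the cause was not tested. Of the other values of named genes, 126 went past the threshold under DESeq2 settings and 157 stayed on their side; under the other settings 13 went past it and 1047 stayed.

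With each library left out in turn, edgeR called 0 to 1 gene at 10 mGy and 0 to 1 above 0.5 (Igkv4-72 without UT replicate 3), 0 to 1 at 100 mGy and 0 to 1 above 0.5 (Hpgd without 10 mGy replicate 1), 0 to 0 between the doses, 0 to 0 shared and 0 to 1 above 0.5 in at least 1 comparison. Radiation genes adjusted over the list alone ranged from 0 to 15 at 10 mGy (15 without UT replicate 3, 3 without 10 mGy replicate 5, and 1, Ccnb1, without 100 mGy replicate 1 or 5) and from 0 to 1 at 100 mGy (Egr1 without 10 mGy replicate 1 or 4, or 100 mGy replicate 1 or 5). Reactome sets ranged from 60 (without UT replicate 3) to 154 at 10 mGy, from 18 (without UT replicate 3) to 78 at 100 mGy and from 0 (without 100 mGy replicate 3; 53 at an unadjusted p under 0.05) to 12 (without 10 mGy replicate 5) between the doses. Lists called by camera ranged from 12 to 18, 8 to 11 and 7 to 12, within 1.5 times the counts with all libraries. The share of variance on PC2 ranged from 12.1% (without 100 mGy replicate 3) to 22.7%, that on PC1 from 26.2% to 39.7%, and that between groups from 13.01% to 19.34%. Among the 12 tests of the genes of Fig. 4F, 10 to 11 had an exact permutation p under 0.05. The log2 fold change of Trp53 ranged from -0.045 to 0.081 at 10 mGy and from -0.024 to 0.10 at 100 mGy, and that of Nfe2l2 from -0.09 to 0.027 and from -0.11 to 0.022. The median size of called genes and the trajectories have no value in edgeR with all libraries, since 0 genes were called. The values given for them rest on genes called under alternatives such as DESeq2, with no edgeR value to compare. At this depth and number of libraries, edgeR called 22% of simulated log2 changes of 0.5, so that changes of this size could not be excluded.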

Differences from the paper's values

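The tests named as chosen after seeing the values are DESeq2 with the transcripts grouped as in the deposited table, the same without length offsets, DESeq2 on only the 2 groups compared, limma voom with sample quality weights, DESeq2 with alike libraries averaged, the immediate early score as a covariate, and most counts over the radiation list alone; the others were set before the data were examined. DESeq2 with 1 library left out is given only where DESeq2 on all libraries did not close a gap.

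At 10 mGy against UT, edgeR called 0 genes (730 at an unadjusted p under 0.05) against the paper's 24. DESeq2 on all 15 libraries called 24, and no other alternative set before the data were examined came within 1.5 times the paper's value. Alternatives chosen after seeing the values that did were DESeq2 with the deposited grouping (23), the same without length offsets (31) and DESeq2 on only the 2 groups compared (17). At 100 mGy, edgeR called 0 genes (1492 at an unadjusted p under 0.05) against the paper's 92. DESeq2 called 77, and no other alternative set before the data were examined closed the gap. Alternatives chosen after seeing the values called 79 (DESeq2 with the deposited grouping), 91 (the same without length offsets) and 66 (DESeq2 on only the 2 groups compared).

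Above an absolute log2 fold change of 0.5, the edgeR counts were 0 at 10 mGy against the paper's 11 and 0 at 100 mGy against the paper's 39, with the 730 and 1492 genes at an unadjusted p under 0.05 given above. At 10 mGy no alternative on all libraries set before the data were examined closed the gap, with 18 under DESeq2, which gave 8 to 16 without UT replicate 2, 4 or 5, 10 mGy replicate 1 or 3 or 100 mGy replicate 3 or 4 (13 without UT replicate 2). DESeq2 on only the 2 groups compared, chosen after seeing the values, gave 13. The counts drawn sum to about 13 at 10 mGy and about 41 at 100 mGy in Fig. 4D, read by eye, against the 0 and 0 of edgeR. Set against these, DESeq2 closed the gap at both doses with 18 and 53, as did DESeq2 with the deposited grouping (17 and 53), the same without length offsets (18 and 45) and on only the 2 groups compared (13 and 49), chosen after seeing the values. For the paper's 39 at 100 mGy, DESeq2 gave 53 and no other alternative set before the data were examined closed the gap. Alternatives chosen after seeing the values gave 53 (DESeq2 with the deposited grouping), 45 (the same without length offsets), 49 (DESeq2 on only the 2 groups compared) and 28 (limma voom with sample quality weights).

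Genes called in both comparisons numbered 0 against the paper's 2. No alternative on all libraries set before the data were examined closed the gap, with 8 shared genes under DESeq2, which shared 3 without UT replicate 1 or without UT replicate 4. DESeq2 on only the 2 groups compared, chosen after seeing the values, shared 2 (Cd300a and Mzb1). Genes called above 0.5 in at least 1 comparison numbered 0 against the paper's 48. Under DESeq2 there were 65, and no other alternative set before the data were examined closed the gap. Alternatives chosen after seeing the values gave 65 (DESeq2 with the deposited grouping), 56 (the same without length offsets) and 62 (DESeq2 on only the 2 groups compared).

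The paper states that Egr1 is differentially expressed at 100 mGy and Ccnb1 at 10 mGy. In edgeR the adjusted p over all genes was 0.236 for Egr1 and 0.468 for Ccnb1. Egr1 was called at 100 mGy by DESeq2 (adjusted p = 0.00821), and under alternatives chosen after seeing the values by DESeq2 with the deposited grouping (0.0325), the same without length offsets (0.0218), DESeq2 on only the 2 groups compared (0.00373) and limma voom with sample quality weights (0.0338), against a range of 0.00373 to 0.635 over all alternatives. Adjusted over the list of radiation genes alone, it was also called by edgeR with upper-quartile normalization, without a filter on counts, with the replicate block, with library numbers 1 to 3 against 4 to 6 as a covariate and without immunoglobulin and T cell receptor segments, and, chosen after seeing the values, by edgeR with the immediate early covariate and DESeq2 with alike libraries averaged. Ccnb1 was called at 10 mGy by DESeq2 (adjusted p = 0.0187), and under alternatives chosen after seeing the values by DESeq2 with the deposited grouping (0.0187) and DESeq2 on only the 2 groups compared (0.00315), against a range of 0.00315 to 0.833 over all alternatives. Adjusted over the list alone, Ccnb1 was also called in edgeR without a filter on counts, on only the 2 groups compared, with the macrophage covariate and with thinned counts, and, chosen after seeing the values, with the immediate early covariate, by DESeq2 without length offsets or with alike libraries averaged, and by limma voom with sample quality weights.

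The paper presents Cd163, Mrc1, Igf1, Hpgd, Txnip and Spic as differentially expressed at 100 mGy. Their edgeR adjusted p ranged from 0.123 for Cd163 to 0.229 for Spic, with directions as in Fig. 4F. DESeq2 called Cd163 (adjusted p = 6.24e-05), Mrc1 (1.87e-04), Igf1 (0.0016), Hpgd (5.04e-04), Txnip (7.19e-04) and Spic (0.00486). Limma voom with sample quality weights, chosen after seeing the values, called Cd163 (0.0052), Mrc1 (0.0052), Igf1 (0.0462), Hpgd (0.025), Txnip (0.025) and Spic (0.0255). The immediate early score as a covariate in edgeR, chosen after seeing the values, called Cd163 (0.0119) and Mrc1 (0.0297), and leaving out 10 mGy replicate 1 called Hpgd. Over all alternatives, the adjusted p of Cd163 at 100 mGy ranged from 6.79e-07 to 0.502.

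The paper puts the median log2 fold change of its genes below its cut-off of 0.5 at both doses. Its text does not state whether these fold changes were shrunk, so that the medians may not be comparable with those given here. Over the genes called by DESeq2 the medians were 0.90 at 10 mGy and 0.58 at 100 mGy, and without length offsets and with the deposited grouping, chosen after seeing the values, 0.63 and 0.50. The paper finds no enriched pathway at 10 mGy in the hallmark and GO collections, while 154 Reactome sets were called at 10 mGy. For pathways enriched at 100 mGy, the paper places every differentially expressed gene within a small fold change, while leading-edge genes of the Reactome sets named for 100 mGy, none of which edgeR called, reached an absolute log2 fold change of 3.26.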

Other observations

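Chosen only after the result was seen were the tests of a response shared within the group and of neighbouring library numbers for the immunoglobulin segments, of 100 mGy replicate 3 for the olfactory Reactome set, and of a general immediate early response for Egr1.

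Immunoglobulin V segments were alike in 2 pairs of libraries that the paper treats as separate mice. Over 75 heavy chain and 73 light chain segments with a mean of at least 20 TPM, deviations from the segment means correlated across segments, which are not independent replicates, with r = 0.893 (heavy) and 0.919 (light) between UT replicates 4 and 5, and 0.952 and 0.913 between 100 mGy replicates 3 and 4. The highest r among the other 103 pairs was 0.31 for heavy and 0.492 for light chains. T cell receptor segments were not alike, with an r of 0.395 and -0.421 over 124 segments. Between 100 mGy replicates 3 and 4, Igkv14-126 measured 810.2 and 810.1 TPM (64.8 to 280.1 elsewhere), Igkv5-39 8415 and 8331 TPM (93.5 to 1752) and Ighg2b 3851 and 4144 TPM (57.1 to 1524); Igkv5-39 and Ighg2b were singled out after their values were seen. A response shared within the group is argued against by a median heavy chain r of -0.0526 over the 28 other pairs within groups (-0.0844 across groups). Neighbouring handling of the libraries is a candidate source, as both pairs have neighbouring numbers in 1 group, which has a chance of 0.00824 for 2 pairs drawn from all pairs of libraries. Material of 1 mouse in both libraries of a pair cannot be told apart from other sources, because the constant and J genes (mean absolute log2 difference over 20 genes) differed by 0.778 in the UT pair, with 29 other pairs closer, and by 0.495 in the 100 mGy pair, with 1 other pair closer, at 0.397. Carry-over during sequencing cannot be told apart either, because only 3 genes outside the immunoglobulins were specific to 1 library of the UT pair. If the libraries of each pair are not independent, the number of replicates is smaller than 5 in UT and at 100 mGy; with the alike libraries averaged, edgeR called 0 genes in each comparison (713, 960 and 630 at an unadjusted p under 0.05) and DESeq2 12, 20 and 3.

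Ighv1-84 made up 34.5% and 35.3% of the heavy chain V segment TPM in 100 mGy replicates 3 and 4 and at most 0.275% in other libraries. Carry-over of all of replicate 3 into replicate 4 is argued against, since the median excess in replicate 4 was 0 of that in replicate 3 over 25 genes specific to replicate 3. Carry-over of replicate 4 into replicate 3 cannot be told apart, since 0 genes were specific to replicate 4. Reads shared with a similar segment are argued against, since the largest excess of another of 92 segments in both libraries was 3.44% of the Ighv1-84 level. An expanded B cell clone in each mouse, with or without irradiation, was not tested.

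Olfactory and vomeronasal receptor genes, 1971 in the annotation, held 3040 cpm in 100 mGy replicate 3 and 850 to 1310 cpm in the other libraries. Genomic DNA in this library stays open as an explanation. On 20 of 20 chromosomes, more genes silent in the other libraries had a count than in any other library (17.2% to 28.3% of them against at most 8.97% to 15.8%). These genes were picked for few counts in the other libraries, which by itself favours this library, so that the comparison cannot decide. The olfactory Reactome set at 100 mGy may rest on this library alone, with an adjusted p of 0.355 without it. A response to irradiation would have to be limited to this mouse and was not tested further.

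For Egr1 at 100 mGy, a general immediate early response cannot be told apart. The log2 fold change was 0.84 with the score of the other immediate early genes as a covariate, but that score differed by -0.001 between 100 mGy and UT, as 100 mGy replicate 5 stood at -1.15 against 0.24 to 0.30 in its group. Camera called the list higher without 100 mGy replicate 5 (immediate early response, median 0.14, adjusted p = 5.91e-05), and Egr1 in this library was the lowest of the group (26.8 TPM in the gene table, with up to 31.1 in UT). A shift between its transcripts is argued against, since both rose, with log2 ratios of mean TPM of 0.70 and 0.89. The stroma and immediate early scores had an r of 0.951 (permutation p = 2e-05; rho = 0.714, permutation p = 0.00373; r = 0.848 without the 2 farthest; adjusted p = 1.4e-04), and total count and PC1 an r of -0.461 (permutation p = 0.0837; rho = -0.254, permutation p = 0.362; r = -0.336 without the 2 farthest; adjusted p = 0.0977). Irradiation, housing place and the handling of the spleens stay open for Egr1.

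Between the doses, a comparison the paper does not report for RNA, the 5 genes with the smallest edgeR adjusted p at 100 mGy against 10 mGy were Hdac9 (log2 fold change 0.44, adjusted p = 0.412), Igkv14-126 (2.01), Pf4 (-1.08), Scamp5 (1.00) and Gm10093 (1.89), the last 4 with an adjusted p of 0.607. Hdac9 measured 13.4 ± 1.70 TPM at 10 mGy and 17.8 ± 0.798 TPM at 100 mGy (SD, n = 5 each; exact permutation test, p = 0.00794). As Hdac9 was picked for its small p-value in these same libraries, this permutation p is not independent evidence. Camera called 9 lists at 100 mGy against 10 mGy. They were G2/M cell cycle (median 0.25), red pulp macrophage (0.16; 0.08 without 100 mGy replicate 2), B cell (0.12), type I interferon response (-0.13), neutrophil (-0.40), platelet and megakaryocyte (-0.08), erythroid (-0.66; -0.23 without 10 mGy replicate 3), T cell (-0.18) and NK cell (-0.13). The interferon and neutrophil calls were each lost in 3 of the 15 fits that left out 1 library, and the platelet call in 5. Over these fits the neutrophil median ranged from -0.58 to 0.20, so that its direction reversed. The interferon median ranged from -0.19 to -0.015 and the platelet median from -0.23 to -0.04. Of 690 Reactome sets, 4 were called (3 higher, 1 lower at 100 mGy; 40 at an unadjusted p under 0.05). These were GPCR downstream signalling, signalling by GPCR, the olfactory signalling pathway and, lower, scavenging of heme from plasma, named after their values were seen, and none was called without 100 mGy replicate 3 (53 at an unadjusted p under 0.05). RNA lists moved in the directions of the flow cytometry in Fig. 2A for myeloid cells at both doses and NK cells at 10 mGy. The same held for T cells at 100 mGy and for B cells at 100 mGy against 10 mGy. None of the 23 lists stood for myeloid cells as a whole, so that their direction has no single RNA value here. The other cell types and doses are not tallied here, so that no agreement between the methods is concluded. In Fig. 2A the paper found only the B cell difference between the doses to be significant. These were separate measurements on the same groups, and no test joins them.

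Replicates within groups had correlations of log expression across genes of 0.949 to 0.989, and none of the pairs differed as little as counting error alone would give, the smallest ratio of squared differences to it being 4.83 between UT replicates 4 and 5.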
